# Effects of RAGE Deletion on the Cardiac Transcriptome during Aging

**DOI:** 10.3390/ijms231911130

**Published:** 2022-09-22

**Authors:** Francesco Scavello, Luca Piacentini, Stefania Castiglione, Filippo Zeni, Federica Macrì, Manuel Casaburo, Maria Cristina Vinci, Gualtiero I. Colombo, Angela Raucci

**Keywords:** fibrosis, adaptive immunity, cardioprotection, RAGE isoforms, transcriptome profiling

## Abstract

Cardiac aging is characterized by increased cardiomyocyte hypertrophy, myocardial stiffness, and fibrosis, which enhance cardiovascular risk. The receptor for advanced glycation end-products (RAGE) is involved in several age-related diseases. RAGE knockout (*Rage−/−*) mice show an acceleration of cardiac dimension changes and interstitial fibrosis with aging. This study identifies the age-associated cardiac gene expression signature induced by RAGE deletion. We analyzed the left ventricle transcriptome of 2.5-(Young), 12-(Middle age, MA), and 21-(Old) months-old female *Rage−/−* and C57BL/6N (WT) mice. By comparing Young, MA, and Old *Rage−/−* versus age-matched WT mice, we identified 122, 192, and 12 differently expressed genes, respectively. Functional inference analysis showed that RAGE deletion is associated with: (i) down-regulation of genes involved in antigen processing and presentation of exogenous antigen, adaptive immune response, and cellular responses to interferon beta and gamma in Young animals; (ii) up-regulation of genes related to fatty acid oxidation, cardiac structure remodeling and cellular response to hypoxia in MA mice; (iii) up-regulation of few genes belonging to complement activation and triglyceride biosynthetic process in Old animals. Our findings show that the age-dependent cardiac phenotype of *Rage−/−* mice is associated with alterations of genes related to adaptive immunity and cardiac stress pathways.

## 1. Introduction

Aging is the major risk factor for cardiovascular diseases (CVD). During aging, the heart undergoes a continuous and unavoidable tissue remodeling, characterized by an increase in cardiomyocytes hypertrophy and perivascular/interstitial fibrosis, which underlies myocardial stiffness and reduced contractile function, eventually leading to heart failure (HF) [1,2,3]. Identification of molecular mechanisms associated with age-induced cardiac changes will be useful in developing strategies aimed at extending a healthy lifespan.

The receptor for advanced glycation end-products (RAGE) is a pattern recognition receptor (PRR) expressed at a very low level in most tissues during homeostasis, except the lung [4,5,6,7]. The membrane-bound full-length RAGE (FL-RAGE) recognizes several inflammatory molecules, including advanced glycation end-products (AGEs), S100/calgranulins proteins, and high mobility group box one (HMGB1) [8,9,10,11], is rapidly up-regulated at the site of injury where its ligands accumulate and promotes the development of numerous inflammatory diseases [10,11,12,13,14]. FL-RAGE/ligands binding regulates cell migration, adhesion, and inflammation through the activation of various signaling pathways [9,15,16,17]. Soluble forms of RAGE, collectively named sRAGE, have been identified in the bloodstream and tissues of humans and rodents; they act as protective anti-inflammatory decoy receptors by preventing FL-RAGE activation [4,7,18,19,20,21]. Consistently, animals treated with sRAGE or RAGE knockout (*Rage−/−*) mice exhibit reduced tissue damage in various diseases, such as diabetes, atherosclerosis, arterial injury, and ischemic cardiac damage [7,10,11,22,23,24]. In these settings, RAGE ablation leads to reduced inflammatory cells recruitment to the site of damage and, thereby, tissue inflammation.

Conversely, recent findings highlighted that *Rage−/−* mice progress to a pathological phenotype with aging: indeed, they spontaneously develop pulmonary fibrosis and eventually cancer because of impaired DNA repair [25,26]. Accordingly, we have published that female *Rage−/−* mice exhibit an exacerbation of age-dependent left ventricle (LV) remodeling consisting of increased diastolic and systolic dimensions, enhanced interstitial fibrosis, and signs of HF onset. RAGE ablation promotes cardiac fibroblast differentiation in myofibroblasts and higher collagen fibers deposition through the activation of the profibrotic Transforming Growth Factor (TGF)-β1 pathway [7].

Nevertheless, a comprehensive molecular landscape describing the mechanism influenced by RAGE during cardiac aging is still lacking. Molecular profiling of cells and tissues represents an effective tool to identify specific signatures, which can help to understand the underlying pathological phenotype and, ultimately, develop new working hypotheses. In this study, we tested whether the absence of RAGE induces significant transcriptional changes at the cardiac level during physiological aging. To this aim, we investigated through a genome-wide approach the LV transcriptome of *Rage−/−* and control mice at different ages. Based on the results obtained, we provided inferences on the functional association between gene expression signatures differentiating *Rage−/−* from wild-type (WT) mice and the underlying age-related pathogenic mechanisms.

## 2. Results

### 2.1. Gene Expression Dataset

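RNA from the left ventricle (LV) of 29 female mice was hybridised to Illumina MouseWG-6 BeadChips, slides of bead arrays on which the brightness of a probe's beads measures the level of its transcript. Each mouse had 1 array. The WT mice were C57BL/6N, and the *Rage−/−* mice lack RAGE, a receptor for glycated proteins encoded by *Ager*. There were 5 WT and 5 *Rage−/−* mice in the Young group, 4 and 4 in Middle Age (MA) and 5 and 6 in the Old group. The MA mice were 12 and the Old mice 21 months old; the Young mice were 10 weeks old by the sample labels and the paper's methods. All mice were perfused with saline before the LV was taken.

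No probe is listed for *Ager*, so its loss could not be read from its own transcript. Table S1, of which the first 1980 of 13277 rows are held here, lists a probe for EGFP, the enhanced green fluorescent protein, but the platform's annotation names none. The probe was inferred as the one whose mean in the authors' normalized values matches the mean given there (distance 3.79e-06, the next probe 6.24e-05). It was detected in every *Rage−/−* mouse (log2 intensity 8.18 to 9.84) and in no WT mouse (4.57 to 5.46). The sources used here do not say which construct carries the EGFP sequence in these mice. Each array's EGFP signal fell on the side that its genotype label gives.

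The authors' deposited bead intensities, without background correction, were the starting point. They were corrected and quantile-normalized with neqc of limma, on a log2 scale with an offset of 16. A single linear model over the 29 arrays held the 6 groups and the first 5 of 7 surrogate variables, which stand for unwanted variation, and a probe was called at a Benjamini-Hochberg adjusted p under 0.05. The authors instead used a variance-stabilizing transformation, robust spline normalization and their own surrogate variables. Every difference is *Rage−/−* minus WT in log2 units, every p is two-sided, and mean ± SD is over mice.

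Bright probes stood a median of 5.51-fold over background (2.96 to 16.8), by group 5.51 in Young WT, 5.28 in Young *Rage−/−*, 4.49 in MA WT, 4.90 in MA *Rage−/−*, 15.7 in Old WT and 6.09 in Old *Rage−/−*. The arrays lay on 6 BeadChips. All MA WT arrays shared a BeadChip with 2 Young *Rage−/−* arrays, and all MA *Rage−/−* arrays shared another with 1 Old WT array, so no BeadChip held both MA genotypes. Young WT and Young *Rage−/−* shared 2 BeadChips, and Old WT and Old *Rage−/−* shared 1.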

We analyzed the LV transcriptome of WT and *Rage−/−* female mice of three different ages: 2.5-(Young), 12-(Middle Age; MA), and 21-months-old (Old). 

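A transcript counts as expressed here when its beads outshine the array's negative controls. The deposited detection columns rise with signal and hold 1 minus the detection p. Taken that way, 13277 of the 45281 probes had a detection p under 0.01 in at least 25% of the 29 arrays, the probes of the authors' own normalized matrix; read as p values, 153 would pass. Detected probes per array ranged from 9125 to 15087 (median 11089). Of the 13277, 11504 probes map to 1 gene, 6 to several and 1767 to none in the platform's annotation, which gave 8189 named genes.

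Some genes that carry interferon roles were among those without a named, detected probe: *Runx3*, *Ifng* and *Ifnb1* have no value here. Probes without a name were tested like the rest but enter no gene list.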

Following the probe-filtering criteria, we identified 13277 expressed transcripts corresponding to 10174 unique genes (see annotation details in Table S1). By using the entire adjusted probe-expression matrix, we obtained an overview of the expression data and inspected possible sub-sample grouping. As expected, the scatterplot of the two first principal components of the Principal Component Analysis (PCA), which together explain 40% of the variance, showed a clear clustering of mice according to age, i.e., the main phenotype of the dataset (Figure 1).

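Age also set the order of the mice when the values were taken from the bead intensities and adjusted for the surrogate variables. PC1 carried 16.4% and PC2 9.73% of the variance of the 13277 probes, 26.1% together, or 50.7% without the adjustment and 43.2% over the 500 most variable probes. PC1 scores were −17.1 ± 3.32 in Young WT and −16.4 ± 1.64 in Young *Rage−/−*, −3.38 ± 6.16 in MA WT and −0.13 ± 3.93 in MA *Rage−/−*, and 15.9 ± 2.19 in Old WT and 17.0 ± 4.17 in Old *Rage−/−*. Age explained 94.4% of PC1 (permutation p = 1e-05, the smallest possible), and 49.3% of it without the adjustment. Genotype explained 0.845% of PC1 (permutation p = 0.632) and 20.6% of PC2 (permutation p = 0.012), or 9.82% of PC2 without the adjustment (permutation p = 0.0599) and 34.4% over the 500 most variable probes (permutation p = 0.00087). The adjustment keeps the differences between groups. Most of the 20.6% lay in MA, where the *Rage−/−* mice scored −25.3 ± 3.09 and the WT mice −2.55 ± 4.00. BeadChip explained 68.4% of PC1 and 66.9% of PC2, and its share overlaps in part with that of age and, in MA, cannot be separated from genotype.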

### 2.2. Differential Expression Analysis between Rage−/− and WT Mice

Differential expression (DE) analysis adjusted for confounders (i.e., latent variables) allowed us to unveil specific changes between *Rage−/−* vs. WT mice phenotypes at different ages. We reported the overall results and statistics for all three age comparisons in Table S1. The main findings are summarized in Figure 2. 

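*Adgrf5* and EGFP were the only probes that differed between *Rage−/−* and WT hearts at all 3 ages. *Adgrf5*, which encodes an adhesion G protein-coupled receptor of the endothelium, was detected in every WT mouse (log2 7.87 to 8.70) and in no *Rage−/−* mouse (4.49 to 5.24). It was lower in Young *Rage−/−* by −3.60 (SE 0.17, adjusted p = 2.06e-12, at least 5.90-fold), in MA by −3.48 (SE 0.18, adjusted p = 2.75e-11, at least 5.02-fold) and in Old by −3.40 (SE 0.17, adjusted p = 8.88e-12, at least 6.02-fold), not above background in *Rage−/−* and with no overlap between single mice. EGFP was higher by 3.70 (SE 0.19, adjusted p = 1.06e-11, at least 8.30-fold), 3.53 (SE 0.21, adjusted p = 1.74e-10, at least 7.06-fold) and 4.51 (SE 0.20, adjusted p = 7.89e-13, at least 11.6-fold), not above background in WT and again without overlap.

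Other probes were called at fewer ages. In Young hearts *Vmn1r65*, a vomeronasal receptor gene, fell by 2.95 (SE 0.27, adjusted p = 7.2e-07, 5 of 5 *Rage−/−* mice below every WT mouse). In MA *Lypd2*, which encodes a lipid-anchored surface protein, fell by 1.55 (SE 0.18, adjusted p = 4.61e-05, at least 1.63-fold, 4 of 4 below), not above background in *Rage−/−*, while *Armcx2*, a mitochondrial armadillo-repeat gene, rose by 0.72 (SE 0.11, adjusted p = 0.0019, 4 of 4 above). In the Old group *Pisd-ps3*, a pseudogene of phosphatidylserine decarboxylase, fell by 1.96 (SE 0.22, adjusted p = 2.54e-05, 5 of 6 below) and was called lower in MA as well (−1.27, adjusted p = 0.0062), and *Srr*, the gene of serine racemase, was lower too (−0.64, SE 0.11, adjusted p = 0.022, 2 of 6 below). Neither Old call passed with BeadChip as a fixed or random block, and *Srr* did not pass within BeadChips either (adjusted p = 0.122). *Lypd2* and *Armcx2* did not pass with either block, nor EGFP in MA with the fixed one (1.96, adjusted p = 0.256).

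By limma 90 probes were called in Young (16 higher, 74 lower), 252 in MA (139 higher, 113 lower) and 7 in Old (3 higher, 4 lower); at an unadjusted p under 0.05 there were 1264, 2383 and 735. On the authors' normalized values the MA calls divided into 122 higher and 203 lower, and with log2 and quantile scaling into 138 and 185. The genotype difference itself changed between Young and Old in 30 probes (28 toward higher, 2 toward lower), between MA and Old in 20 (5 and 15, authors' values 12 and 17) and between Young and MA in 14 (10 and 4, authors' values 88 and 64). With BeadChip as a fixed block the calls numbered 27, 2 and 3, as a random block 54, 2 and 3, and within BeadChips holding both genotypes 14 in Young and 17 in Old, so most of the MA calls need arrays on different BeadChips to be comparable. The Young count was 47 without Young *Rage−/−* 1 and 53 without Young WT 2; the MA count 99 without MA *Rage−/−* 3, 144 without MA *Rage−/−* 2 and 156 without MA WT 3; the Old count 3 without Old *Rage−/−* 5 or Old *Rage−/−* 6 and 4 without Old *Rage−/−* 3, Old WT 4, Old WT 5 or Old WT 6.

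**Figure D1:**
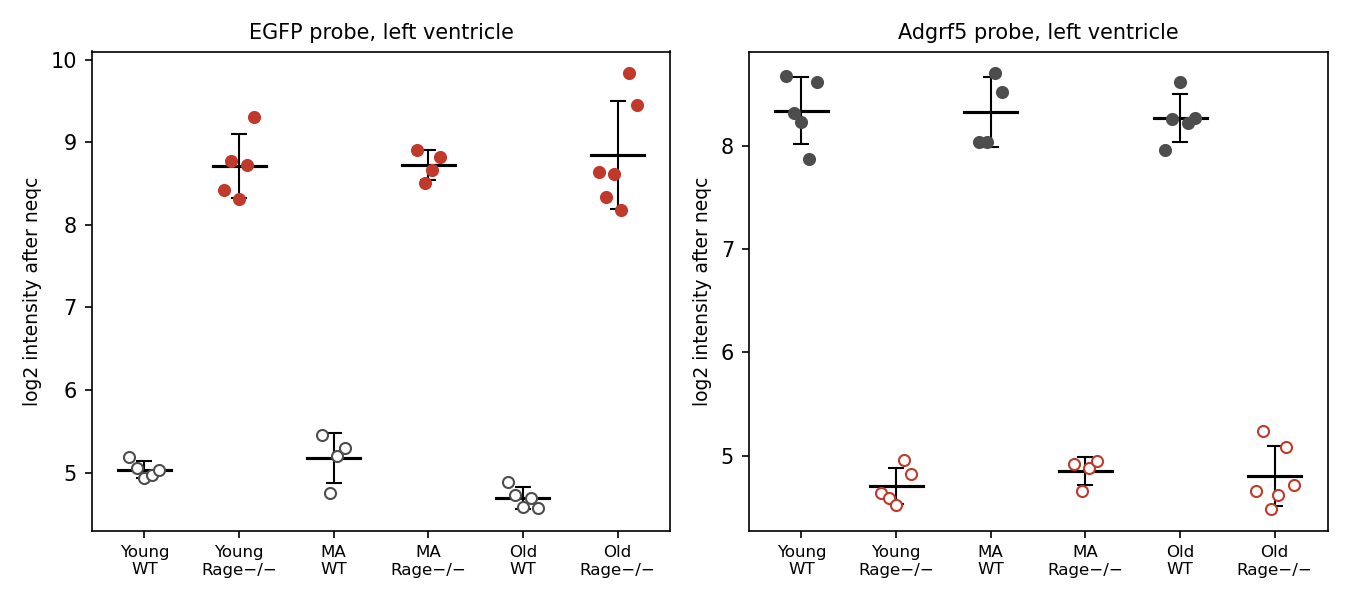
Log2 intensity after neqc of the EGFP probe and the *Adgrf5* probe in each mouse, by age and genotype, with bars for the mean ± SD and open circles where the probe was not detected. EGFP averages 8.71 in Young *Rage−/−* and 5.04 in Young WT, and *Adgrf5* 4.71 and 8.34.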

We found 122, 192, and 12 significant DE genes (DEG) comparing *Rage−/−* vs. WT mice in Young, MA, and Old groups, respectively, suggesting that the most profound differences occur in Young and MA mice as opposed to Old mice. 

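Interferon-inducible genes were among the Young calls. *Igtp* and *Irgm2*, GTPases that guard against intracellular pathogens, were lower in Young *Rage−/−*, at 7.79 ± 0.32 against 10.73 ± 0.58 (−2.90, SE 0.30, adjusted p = 6.56e-06) and 8.80 ± 0.29 against 11.29 ± 0.64 (−2.43, SE 0.26, adjusted p = 6.57e-06). *Ifit3*, an antiviral RNA-binding gene, was lower by −1.77 (SE 0.30, adjusted p = 0.00422). All 5 Young *Rage−/−* mice lay below every Young WT mouse for each. In MA *Rage−/−*, *P2ry1*, an ADP receptor, was lower at 8.29 ± 0.15 against 9.31 ± 0.03 (−1.05, SE 0.18, adjusted p = 0.00455, 4 of 4), and *Rgs4*, a brake on G protein signaling, by −1.06 (SE 0.27, adjusted p = 0.0401, 2 of 4).

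In the Old group *C4a*, a complement gene, was higher in all 6 *Rage−/−* mice than in any WT mouse (8.30 ± 0.36 against 7.49 ± 0.26), yet not called (0.85, SE 0.23, adjusted p = 0.51). *Rps24*, a ribosomal protein gene, and *Fitm2*, a lipid-droplet gene, were not called there either (−0.35, SE 0.10, adjusted p = 0.538, −0.14, adjusted p = 0.978). The reference genes *Hprt* and *Ldha* differed by −0.14 (SE 0.12) and −0.13 (SE 0.12) in Young and by 0.16 and 0.02 in MA, none called (limma adjusted p = 0.784, 0.788, 0.546 and 0.957). *Ifit3* did not pass within BeadChips (adjusted p = 0.0665, 9.19e-05 to 0.0665 over the alternatives), and neither MA gene passed with BeadChip as a random block (*P2ry1* adjusted p = 0.334). With BeadChip as a fixed block *Rgs4* turned to 1.12 (adjusted p = 0.631). It was lost without MA WT 2, MA WT 3, MA WT 4, MA *Rage−/−* 3 or MA *Rage−/−* 4 (adjusted p up to 0.139).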

Changes in gene expression were technically validated by reverse-transcription quantitative PCR (RT-qPCR) on 10 selected genes that were DE in at least one of the comparisons between *Rage−/−* vs. WT in Young, MA, or Old mice. The correlation analysis, which included genes spanning from low to medium-high abundance expression levels, showed a highly significant Pearson’s coefficient (r = 0.92, *p*-Value = 8.1 × 10^−6^; see Figure S1 in the Supplementary Materials).

### 2.3. Functional Inferences from Genome-Wide Differential Expression Analysis

To infer from the DE analysis specific biological functions characterizing *Rage−/−* and WT phenotypes over the course of mouse age, we performed a two-step procedure: (i) a hierarchical clustering to identify homogeneous groups of DEG in Young, MA, and Old mouse groups and (ii) a gene set enrichment analysis performed on the clusters of transcripts identified for each age.

*(i) Hierarchical clustering of DEG.* We performed hierarchical clustering analyses based on the expression values of DEG found comparing *Rage−/−* vs. WT mice in each age group, including the expression of those same genes in the other two age groups. We then partitioned the transcript clustering dendrograms to generate a maximum of three different transcript groups for each comparison based on the similarity of gene expression (Figure 3).

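Interferon-regulated probes made up much of the largest Young group. Cutting the tree of the 90 Young calls at 3 groups (1 minus Pearson correlation, average linkage) gave 1 group of 74 probes, all lower in Young *Rage−/−* and 30 of them interferon-regulated, 1 of 10 and 1 of 6, both higher. The 252 MA calls separated into 113 probes lower and 111 and 28 probes higher in MA *Rage−/−*. The 7 Old calls formed groups of 4, 2 and 1. Without adjustment for surrogate variables the largest MA group, of 110 probes, mixed 56 lower and 54 higher ones.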

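The group of interferon-rich Young probes stood apart in Young WT hearts alone: its mean deviation was 0.88 ± 0.29 in Young WT and −0.33 ± 0.10 in Young *Rage−/−*, against −0.02 ± 0.23 and −0.23 ± 0.11 in MA and −0.21 ± 0.09 and −0.12 ± 0.09 in Old (WT and *Rage−/−*). The group of 10 Young probes was higher in *Rage−/−* at every age: −0.85 ± 0.08 against 0.24 ± 0.05 in Young, −0.18 ± 0.06 against 0.41 ± 0.07 in MA and −0.20 ± 0.10 against 0.51 ± 0.11 in Old. It holds EGFP, and without that probe the other 9 averaged −0.02 ± 0.09 against 0.25 ± 0.08 in MA and 0.07 ± 0.09 against 0.36 ± 0.09 in Old, so EGFP carried much of the gap at those ages. The MA probes that were lower in *Rage−/−* averaged 0.40 ± 0.05 in MA WT and −0.50 ± 0.06 in MA *Rage−/−*, and lay between −0.07 and 0.12 in the other groups. The 111 higher MA probes averaged −0.47 ± 0.09 and 0.41 ± 0.06. Probes were chosen for these differences, so the separation at the age of choice is built in, and only the other ages carry new information. Of the 90 Young calls, 4 were also called in MA, all in the Young direction, and 3 in Old, 2 of them in that direction. The median difference of the 90, signed by the Young direction, was 0.10 in MA and −0.07 in Old.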

To better represent the trend over time of the gene clusters in both *Rage−/−* and WT mice age groups, we summarized each cluster’s profile by averaging the expression values of their component transcripts and used them to plot time-series graphs (Figure 4).

*(ii). Gene set enrichment analysis.* Since gene set enrichment analysis is performed at a gene level, the transcripts of each cluster were collapsed to unique gene identifiers. We tested which Gene Ontology (GO) Biological Processes (BP) and pathways were associated with each cluster of genes distinguishing the *Rage−/−* vs. WT phenotypes in Young, MA, and Old mice. Overall, we found a considerable number of significant GO-BP/pathways that were over-represented in the aforementioned gene clusters (Table S2). We present herein the main findings for each different age group.

*(a) Young*. We observed a total of 2, 78, and 17 GO-BP/pathways associated with Cluster 1A, 2A, and 3A, respectively. 

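Young *Rage−/−* hearts held lower levels of the machinery that cuts and displays peptides. In the term antigen processing and presentation of exogenous antigen, the 26 measured genes had a median of −0.52, with 3 called lower (17 adjusted over the list alone). *H2-Q5* and *H2-T23*, non-classical class I chains, were lower (−1.48, SE 0.16, adjusted p = 1.22e-05, and −1.14, SE 0.20, adjusted p = 0.00496), each in 5 of 5 *Rage−/−* mice. The set moved as a whole by camera (adjusted p = 3.25e-14) and held more calls than chance gives by Fisher's exact test (adjusted p = 0.00571). Within BeadChips its median was −0.43, and over all alternatives the adjusted p ran from 1.81e-15 to 3.94e-09. In type I interferon signaling 4 of 27 genes were called lower (7 lower and 2 higher adjusted over the list alone, median −0.13, camera adjusted p = 0.000306). *Stat2* and *Irf9*, partners in the complex that carries the type I signal to DNA, were lower (−1.40, SE 0.24, adjusted p = 0.00422, and −1.25, SE 0.23, adjusted p = 0.00901), both in 5 of 5. The paper drew these sets from the same mice, so they are not independent evidence. Within BeadChips *Irf9* and *H2-T23* did not pass. *H2-Q5* and *H2-T23* lie within 20 Mb of the deleted *Ager*, where sequence left from another strain could make a probe misread a level.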

The most relevant GO-BP/pathways recall mechanisms that involve antigen processing and presentation of exogenous antigen (Cluster 1A), adaptive and innate immune response functions, and cytokine, type I- and gamma-interferon mediated signaling pathways (Cluster 2A). No significant GO-BP/pathways were found in Cluster 3A (for details, see Table S2).

*(b) MA*. Five, 31, and 43 gene sets were associated with Cluster 1B, 2B, and 3B, respectively. Relevant GO-BP/pathways included positive regulation of NIK/NF-kappaB signaling, cellular response to hypoxia, and regulation of RUNX3 for Cluster 1B; adenylate cyclase-inhibiting G protein-coupled receptor signaling pathway, oxidoreductase activity, apoptosis, and epigenetic regulation for Cluster 2B; alcohol and long-chain fatty acid metabolic process, ceramide biosynthetic process, and negative regulation of cytokine production involved in inflammatory response for Cluster 3B.

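Single genes of these processes changed, whereas the processes as sets did not pass by camera, which tests a shift over all members. The paper instead tested whether the genes of a cluster over-represent a term, so the results are not like for like. The called members of NIK/NF-kappaB signaling were *Ep300*, *Edn1* and *Rc3h2*, lower in MA *Rage−/−*, and *Sphk1*, higher; *Ep300* is also the member called lower in the hypoxia term. The adenylate cyclase term held the endothelin gene *Edn1* and the receptor gene *P2ry1*, both lower, and the fatty acid receptor gene *Ffar3*, higher. Outside these sets *Aqp4*, a water channel, and *Trim30a*, an interferon-inducible brake on NF-kappaB, were lower (−1.33, adjusted p = 0.00198, at least 1.08-fold, and −1.17, adjusted p = 0.00562, at least 1.07-fold), both in 4 of 4 mice and not above background in *Rage−/−*. *Itgav*, an integrin chain that activates latent TGF-β, and *Tie1*, an endothelial receptor, rose by 0.95 (SE 0.16, adjusted p = 0.00576) and 1.20 (SE 0.21, adjusted p = 0.00576, at least 1.26-fold, not above background in WT), both in 4 of 4.

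NIK/NF-kappaB signaling had 1 called higher and 3 lower of 40 genes (median −0.05, camera adjusted p = 0.582), cellular response to hypoxia 1 lower of 50 (−0.03, adjusted p = 0.726), adenylate cyclase-inhibiting signaling 1 higher and 2 lower of 16 (−0.01, adjusted p = 0.799) and negative regulation of cytokine production involved in inflammatory response none of 6 (0.09, adjusted p = 0.70). No MA call but *Adgrf5* and EGFP passed with BeadChip as a random block.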

*(c) Old*. 

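*C4b*, which encodes the fourth complement component, was higher in Old *Rage−/−* at 8.37 ± 0.34 against 7.19 ± 0.35 (0.98, SE 0.18, adjusted p = 0.0443), with all 6 *Rage−/−* mice above every WT mouse, and in Young it was lower (−0.85, SE 0.18, adjusted p = 0.0203, not called within BeadChips, adjusted p = 0.153). The Old call held in 7 of 14 alternatives and ended with BeadChip as a fixed block (1.11, adjusted p = 0.188, 0.00101 to 0.63 over the alternatives). The change between those ages passed by itself (1.83, adjusted p = 0.000412). *C4b* lies within 20 Mb of the deleted *Ager*, where sequence left from another strain could affect what its probe reads. The 11 measured complement genes moved up in Old *Rage−/−* by camera (median 0.22, 1 called higher, 2 adjusted over the list alone, adjusted p = 0.000482), with 5 of 6 *Rage−/−* mice above all WT mice; adjusted p = 0.211 with an estimated correlation. Blocked by BeadChip (fixed) and within BeadChips the median was 0.28, as a random block 0.24, and it was 0.12 with the later BeadChips left out (adjusted p = 0.926, 6.11e-07 to 0.926 over the alternatives). The paper's term for activation of C3 and C5 had a median of 0.22 over 3 genes (1 called higher, adjusted p = 0.0638) and passed in 6 of 14 alternatives. A list of 3 neutrophil genes was higher too (1.07, none called, adjusted p = 0.00472, adjusted p = 0.211 with an estimated correlation, adjusted p = 0.0553 within BeadChips). *Plac8*, a gene of myeloid and epithelial cells, rose by 1.12 (SE 0.20, adjusted p = 0.0348, 2 of 6 above), and *Tmem181a*, a membrane protein gene, fell by 1.18 (SE 0.22, adjusted p = 0.0352, 5 of 6 below).

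Lists of lipid synthesis did not pass. The triglyceride genes of a fixed list had a median of −0.03 over 22 genes with none called (adjusted p = 0.685), and the named terms for triglyceride and phospholipid synthesis −0.06 over 18 genes (adjusted p = 0.756) and 0.04 over 5 (1 called lower, adjusted p = 0.0797). The phospholipid term did pass in 2 of 14 alternatives, without surrogate variables (−0.15, adjusted p = 0.0496) and with BeadChip as a random block (−0.17, adjusted p = 5.04e-10). The 5 genes that the paper lists for its Old clusters, chosen by the study on these samples and so not independent evidence, held 1 higher and 2 lower calls (median −0.14, adjusted p = 0.0274, adjusted p = 0.0699 with an estimated correlation, −0.24 within BeadChips, 0.35 with detection in 75% of arrays). The *C4b* call ended without 10 of the 11 Old mice taken singly (adjusted p up to 0.386), and *Plac8* and *Tmem181a* each ended without 7 of them (adjusted p up to 0.297) and with BeadChip as a random block (adjusted p = 0.649 and 0.127).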

The very low number of genes constituting the three clusters did not allow to retrieve significant GO-BP/pathways, although interesting associations with single genes, including triglyceride biosynthetic process (Cluster 1C), positive regulation of phospholipid biosynthetic process (Cluster 2C), and complement activation (Cluster 3C), were observed (for details see Table S2).

Finally, to facilitate the overall data interpretation and visualize the relationships among the most significant GO-BP/pathway gene sets, we summarized the functional enrichment analysis results into enrichment networks by high-lightening overview gene-set terms (which recapitulate closely related gene sets) of the most significant GO-BP/pathways for each cluster of genes (Figure 5 and Figure 6).

## 3. Discussion

The role of RAGE during physiological cardiac aging is still poorly understood. We have recently published that, while aging, female *Rage−/−* mice show an exacerbation of the myocardial remodeling, consisting in an increase in LV end-diastolic and -systolic dimensions and enhanced fibrosis, compared to sex- and age-matched WT animals [7]. Of note, the major differences, both with aging and between the two genotypes, occur during the Young-MA transition, while there are no major differences among the Old groups. MA *Rage−/−* mice show higher collagen fibers deposition and a larger number of activated cardiac fibroblasts (myofibroblasts) along with increased expression of profibrotic Transforming Growth Factor (TGF)-β1 pathway components compared to MA WT mice, and almost similar to the Old groups [7]. In this study, we attempted to elucidate the underlying mechanisms of accelerated age-dependent cardiac remodeling in *Rage−/−* mice through a genome-wide approach by analyzing the LV transcriptome of Young, MA, and Old *Rage−/−* and WT mice. We found that specific gene expression patterns differentiate *Rage−/−* from WT mice and, consistent with their cardiac phenotype, the most prominent gene number variations are associated with Young and MA groups (Figure 2).

In Clusters 1A and 2A, 106 out of 122 modulated transcripts were significantly under-expressed in Young *Rage−/−* animals in comparison with the WT counterpart, which did not differ among MA and Old groups (Figure 3 and Figure 4). 

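Of the 90 probes called in Young hearts 74 were lower in *Rage−/−*, and regulators of interferon and antigen display were among them. *Irf7*, a master switch of type I interferon, fell from 6.99 ± 0.79 to 4.70 ± 0.17 (−2.02, SE 0.29, adjusted p = 0.000714, at least 2.32-fold, not above background in every *Rage−/−* mouse). *Nlrc5*, which turns on class I MHC genes (−1.71, SE 0.24, adjusted p = 0.000615), *Lgals3bp*, a secreted galectin ligand (−1.61, SE 0.23, adjusted p = 0.000615), and *Cd274*, the checkpoint ligand PD-L1 (−1.45, SE 0.25, adjusted p = 0.00461), were lower in 5 of 5 mice. Among the 16 higher probes were *Sh3gl2*, an endocytosis gene (1.30, SE 0.20, adjusted p = 0.00147), and *Rnft2*, a ubiquitin ligase gene (0.65, SE 0.11, adjusted p = 0.00496), both in 5 of 5 mice.

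The genes that the paper places in its Young clusters moved together: 24 of 42 measured in Cluster 2A were called lower (42 adjusted over the list alone, median −1.12, camera adjusted p = 2.07e-73), 3 of 4 in Cluster 1A (4 adjusted over the list alone, −0.82, adjusted p = 2.67e-09) and 1 of 7 in Cluster 3A higher (6 adjusted over the list alone, 0.37, adjusted p = 4.02e-10). Within BeadChips the medians were −1.18, −0.65 and 0.45. All 5 *Rage−/−* mice scored below every WT mouse for the first pair of lists, and 4 of 5 above for the last. The study chose these lists on these samples, so they are not independent evidence. *Irf7*, *Nlrc5*, *Lgals3bp* and *Cd274* kept their direction but did not pass within BeadChips (adjusted p = 0.0765, 0.0845, 0.119 and 0.135, the highest of their alternatives). *Sh3gl2* and *Rnft2* did not pass there either (adjusted p = 0.168 and 0.514), and *Rnft2* ended with BeadChip as a fixed or random block and without surrogate variables as well.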

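Contacts between immune cells and other cells rest on adhesion and on peptide display, and genes of both were lower in Young *Rage−/−* hearts. *Icam1* averaged 6.85 ± 0.46 in *Rage−/−* against 7.69 ± 0.24 in WT (−0.82, SE 0.18, adjusted p = 0.0271, 4 of 5 *Rage−/−* mice below every WT mouse). *B2m*, the light chain shared by class I MHC molecules, averaged 11.02 ± 0.45 against 11.84 ± 0.68 (−0.82, SE 0.17, adjusted p = 0.021, 4 of 5), and *H2-DMb2*, which helps load class II, 4.59 ± 0.17 against 5.56 ± 0.43 (adjusted p = 0.0186, 5 of 5), detected in 2 of 5 WT mice and not above background in *Rage−/−*. In the term for interactions between a lymphoid and a non-lymphoid cell 4 of 29 genes were called lower (10 adjusted over the list alone, median −0.13, camera adjusted p = 1.22e-05, adjusted p = 0.0555 with an estimated correlation). Within BeadChips its median was −0.07, and the adjusted p ran from 7.75e-09 to 0.00888 over the other alternatives. *Icam1* in MA differed by 0.19 (SE 0.19, adjusted p = 0.66) and in Old by 0.44 (SE 0.19, adjusted p = 0.835). As a fixed block, BeadChip left *Icam1* at −0.61 (adjusted p = 0.61, 0.00871 to 0.61 over the alternatives), and its call was lost without Young WT 1, 2, 3 or 5 or Young *Rage−/−* 3, 4 or 5 (adjusted p up to 0.168). *B2m* was −0.69 with that block (adjusted p = 0.695, 0.00155 to 0.864 over the alternatives) and was lost without Young WT 2 or 5 or Young *Rage−/−* 1, 3 or 5 (adjusted p up to 0.173). The *H2-DMb2* call ended with BeadChip as a fixed or random block, within BeadChips and without surrogate variables (adjusted p up to 0.299). That gene also lies within 20 Mb of *Ager*.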

Cluster 1A contains genes, such as intercellular adhesion molecule (*Icam1*), involved in interactions between a Lymphoid and a non-Lymphoid cell (Figure 5, Table S2). ICAM1 is expressed on the endothelium and immune cells and promotes leukocyte recruitment during inflammation [27]. 

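Genes that answer interferon were lower across Young *Rage−/−* hearts, whether they answer type I interferon or IFN-γ. Of 32 measured genes on a fixed type I list 19 were called lower (28 adjusted over the list alone), with a median of −1.12 (camera adjusted p = 1.45e-46). Of 13 on a fixed IFN-γ list 7 were called lower (12 adjusted over the list alone, adjusted p = 8.34e-26, median −1.14 to −0.60 over the alternatives). Every *Rage−/−* mouse scored below every WT mouse on both: 0.99 ± 0.35 in WT and −0.18 ± 0.14 in *Rage−/−* for type I, and 1.15 ± 0.39 and −0.19 ± 0.13 for IFN-γ. *Ifi27*, a mitochondrial interferon-inducible gene, and *Uba7*, which attaches the ubiquitin-like ISG15, were lower (−1.22, SE 0.20, adjusted p = 0.00399, 4 of 5, and −1.20, SE 0.20, adjusted p = 0.00422, 5 of 5), though neither was called within BeadChips (adjusted p = 0.42 and 0.0883). Blocked by BeadChip and within BeadChips the type I median was −1.16 (fixed and within) and −1.23 (random) and the IFN-γ median −1.14 and −1.13; over all alternatives the adjusted p ran from 1.52e-81 to 0.00245 and from 4.6e-46 to 0.00245.

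In the terms named for the cluster, response to interferon-beta held 6 lower calls of 25 genes (12 adjusted over the list alone, median −0.38, Fisher's exact adjusted p = 3.67e-07) and the IFN-γ-mediated pathway 5 of 10 (6 adjusted over the list alone, −0.72, adjusted p = 1.58e-07). Within BeadChips their medians were −0.41 and −0.62. The CD8 and CD4 alpha-beta T cell terms held 3 of 12 and 3 of 43 (medians −0.07 and −0.11, camera adjusted p = 0.0067 and 0.0389, adjusted p = 0.0781 with an estimated correlation for CD4). Their called members were *Irf1*, *Cd274*, *H2-T23* and *Rsad2*, which act in interferon response, checkpoint control and antigen display rather than mark T cells. Of 23 T cell genes on a fixed list 2 were measured, *Thy1* (0.61, adjusted p = 0.194) and *Cd8b1* (0.05, adjusted p = 0.928). Marker lists of other cells moved by camera at the preset correlation only: 14 macrophage genes had a median of −0.41 (none called, 7 lower adjusted over the list alone, adjusted p = 1.84e-07, 4 of 5 mice, adjusted p = 0.0796 with an estimated correlation, −0.38 within BeadChips), and 4 erythroid genes 1.63 (4 higher adjusted over the list alone, adjusted p = 2.5e-05, 5 of 5 mice, adjusted p = 0.103 with an estimated correlation, 1.66 within BeadChips). The CD8 term did not pass within BeadChips (−0.03, adjusted p = 0.0971, 0.000297 to 0.0971 over the alternatives), and the CD4 term was lost in several alternatives (0.024 to 0.144) and without Young WT 1, 2 or 3 or Young *Rage−/−* 1, 3 or 5 (adjusted p up to 0.243).

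**Figure D2:**
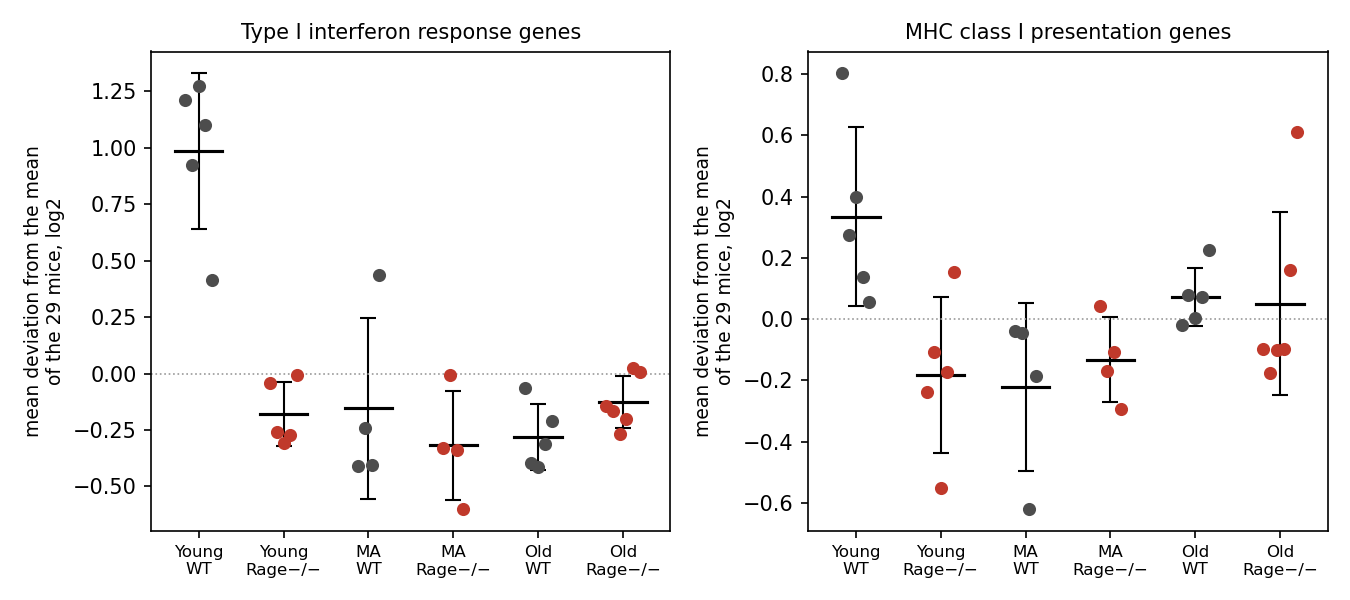
Score of each mouse on the type I interferon list and the class I MHC list, as the mean deviation of their genes from the mean of the 29 mice in log2 units, with bars for the mean ± SD per age and genotype. On the interferon list Young WT mice average 0.99 and Young *Rage−/−* mice −0.18.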

Cluster 2A contains the highest number of DEG among the two genotypes and is enriched in functional pathways such as defense response to other organisms, response to interferon-beta, cytokine-mediated signaling pathway, interferon-gamma-mediated signaling pathway, and regulation of adaptive immune response (CD4(+) and CD8(+) alpha-beta T cells activation) (Figure 5, Table S2), suggesting that the adaptive immunity is altered by RAGE deletion in Young animals. Recent evidence shows that non-infectious myocardial injuries mobilize adaptive immunity against cardiac auto-antigens to modulate inflammation and fibrosis; furthermore, the healthy young murine myocardium harbors tissue-resident immune cells, including T lymphocytes [28,29,30]. T cell phenotypes can influence tissue remodeling in different ways depending on the specific context. CD4(+) T cells have been reported to exert an anti-fibrotic effect throughout IFN-γ secretion in experimental models of kidney and pulmonary fibrosis [31]. CD4(+) T cells participate in cardiac healing after myocardial infarction but can also aggravate heart failure induced by pressure overload [28,32,33]. Old CD4(+) T-cell-deficient mice exhibit attenuated cardiac inflammation and dysfunction but similar levels of fibrosis compared to WT mice of the same age [29,34]. Senescent T cells are more pro-inflammatory and, when injected into young lymphocyte-deficient mice, show higher cardiac tropism than young T cells; however, they are not sufficient to cause major functional and structural cardiac alterations [29,34]. Immune cells are the major source of both IFN-γ and IFN-β; however, the latter can also be produced by non-immune cells, including cardiac cells [35,36]. IFN-β has a well-established protective role in the heart; indeed, myocardial lesions induced by different types of viruses can be reduced by IFN-β treatment [37,38]. In sterile conditions, IFN-γ has been shown to exert both adverse or protective effects on the heart [36]. Of note, IFN-γ-deficient mice subject to transverse aortic constriction developed more severe cardiac hypertrophy, fibrosis, and dysfunction [39]. In vitro, IFN-γ can inhibit proliferation and the expression of profibrotic genes in human cardiac myofibroblasts [40]. Similarly, IFN-β can counteract the profibrotic activity of TGF-β1 through STAT1 and STAT2 activation in cardiac fibroblasts [35]. Herein, we show that physiological cardiac aging in WT animals is associated with the down-regulation of T-cell activation and IFN signaling pathways, and their earlier impairment, observed in Young *Rage−/−* animals, causes an acceleration of age-dependent cardiac remodeling, in particular fibrosis, suggesting a protective function of T cell-mediated type I response during heart aging.

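The interferon genes were lower in MA and Old than in Young WT hearts, while neither list passed in *Rage−/−* hearts. No BeadChip held Young WT arrays together with MA WT or Old WT arrays, so age in WT lies across BeadChips. In WT mice 19 of 32 type I genes were called lower from Young to MA (31 adjusted over the list alone, median −1.03, camera adjusted p = 7.04e-32), and 14 from Young to Old (27 adjusted over the list alone, −1.22, adjusted p = 3.56e-30). The IFN-γ list moved the same way (−0.85, 7 of 13 lower, 11 adjusted over the list alone, adjusted p = 1.57e-15, and −1.39, 6 lower, 10 adjusted over the list alone, adjusted p = 4.76e-18). *Igtp* changed by −2.20 (adjusted p = 0.000483, 4 of 4 MA mice) and −3.44 (adjusted p = 1.87e-05, 5 of 5 Old mice), *Irgm2* by −2.09 (adjusted p = 0.000145, 4 of 4) and −2.81 (adjusted p = 2.51e-05, 5 of 5), and *Ifit3* by −1.64 (adjusted p = 0.00832, 3 of 4) and −2.07 (adjusted p = 0.00561, 5 of 5). In *Rage−/−* mice the type I list differed by −0.16 from Young to MA (adjusted p = 0.0597) and 0.12 from Young to Old (adjusted p = 0.299), and the IFN-γ list by −0.20 (adjusted p = 0.376) and −0.21 (1 called higher, adjusted p = 0.966). From Young to MA *Rage−/−* the type I list passed in 4 of 13 alternatives and the IFN-γ list in 1, with medians of −0.95 (adjusted p = 0.000529) and −1.04 (adjusted p = 0.0207) under a fixed BeadChip block. From Young to Old *Rage−/−* the type I list passed in 1, higher (0.22, adjusted p = 0.0233). The genotype difference itself changed from Young to Old by 1.35 for type I (9 genes called higher, 27 adjusted over the list alone, adjusted p = 3.47e-39) and 1.37 for IFN-γ (5 called, 11 adjusted over the list alone, adjusted p = 1.72e-20), and from Young to MA by 0.82 for type I (none called, 8 adjusted over the list alone, adjusted p = 2.15e-12, adjusted p = 0.144 with an estimated correlation). Both the lower levels at later ages in WT and the genotype difference are read against the same 5 Young WT mice, so they are not separate findings.

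The paper reasons that WT hearts lose T cell activation and interferon signaling as they age, that their earlier impairment in Young *Rage−/−* hearts speeds age-dependent remodeling, in particular fibrosis, and proposes from this a protective function. For the remodeling itself the paper cites the authors' earlier study of ageing female *Rage−/−* mice. Remodeling was not measured on these arrays. The loss in WT rests on 5 mice of each end age, and T cell genes themselves were almost unmeasured. From Young to MA WT, *Ifit3* was lost without Young WT 2 (adjusted p = 0.0593), and *Igtp* and *Ifit3* did not pass with BeadChip as a fixed block (adjusted p = 0.119 and 0.181), nor did *Ifit3* from Young to Old WT (adjusted p = 0.0643). Under a fixed BeadChip block the genotype change from Young to MA was 0.40 (adjusted p = 0.422, 2.37e-22 to 0.422 over the alternatives), and the WT medians were −1.06 and −1.82.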

*Rage−/−* mice lack both RAGE isoforms, i.e., FL-RAGE and sRAGE, and cardiac transcriptional profile, and thereby the phenotype of these animals likely relies on the deficiency of both proteins. It is well known that FL-RAGE plays a primary role in regulating the inflammatory response associated with a wide range of diseases. Specifically, the adhesive and pro-migratory functions of FL-RAGE are crucial for leukocyte recruitment to injured tissues even in cooperation with ICAM1 [9,14,41,42]. Furthermore, FL-RAGE activation is specifically required for T cell expansion and Th1 CD4(+) differentiation, and *Rage*-deficient T cells display reduced IFN-γ production [43,44]. As far as it concerns the soluble isoforms, we published that circulating sRAGE acts as a cardioprotective molecule with anti-fibrotic activity; its levels decline with aging in healthy humans and mice, and administration of the recombinant protein in MA animals reduces age-dependent cardiac fibrosis [7,20,21]. Interestingly, the latest studies demonstrate that sRAGE can induce IFN-γ to protect the heart from injuries [45,46]. Hence, the absence of both FL-RAGE and sRAGE may be responsible for the impaired T cell-mediated type I response of Young *Rage−/−*.

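Hardly any gene of RUNX3 control was called lower in MA *Rage−/−* hearts. In the term for RUNX3 expression and activity 1 of 36 measured genes was called lower, the acetyltransferase *Ep300* (2 adjusted over the list alone, median −0.09, camera adjusted p = 0.258). The gene of RUNX3 itself had no named, detected probe. The 5 genes that the paper lists for Cluster 1B, chosen by the study on these samples and so not independent evidence, were lower together: 1 called (3 adjusted over the list alone, median −0.33, adjusted p = 0.000228), with 4 of 4 *Rage−/−* mice below every WT mouse. The fixed lists for type I interferon and IFN-γ had medians of −0.21 (none called, adjusted p = 0.0292, adjusted p = 0.788 with an estimated correlation) and −0.33 (none called, adjusted p = 0.0919) in MA. One of 4 *Rage−/−* mice scored below all WT mice on the type I list. The type I result was lost without MA WT 4 (0.06, adjusted p = 0.803), MA *Rage−/−* 1, 3 or 4, and the IFN-γ list passed without MA WT 1 (adjusted p = 0.017) or MA WT 3 (adjusted p = 0.00517) and in 6 alternatives (adjusted p 0.0049 to 0.788 over them all). The Cluster 1B genes did not pass with BeadChip as a fixed block (−0.45, adjusted p = 0.0514, the highest of the alternatives).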

In line with Young groups data, in the cluster 1B of MA animals, which includes transcripts under-expressed in MA *Rage−/−* compared to the WT group, we found genes related to the regulation of expression and activity of Runt-Related Transcription Factor 3 (RUNX3; Figure 3, Figure 4 and Figure 6), that is a crucial factor for T cells differentiation and IFN-γ production [47,48]. These data further corroborate that the down-regulation of the IFN pathway may be one of the principal causes of cardiac vulnerability and adverse age-related cardiac remodeling of *Rage−/−* animals. Moreover, the RUNX3 pathway includes genes, such as *Psmb7* and *Ep300*, that act as protective factors in response to cardiac oxidative stress (Table S2; [49,50,51]), suggesting an impaired cardioprotective response in MA *Rage−/−* mice compared to WT counterpart.

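*Ep300*, a histone acetyltransferase, was lower in MA *Rage−/−* at 7.08 ± 0.45 against 7.93 ± 0.29 (−0.96, SE 0.19, adjusted p = 0.0129, 4 of 4 below every WT mouse). *Psmb7*, a catalytic subunit of the proteasome, averaged 10.62 ± 0.14 against 10.81 ± 0.34 and was not called (−0.21, SE 0.13, adjusted p = 0.428). Another subunit, *Psma4*, came nearer (9.94 ± 0.06 against 10.48 ± 0.07, −0.42, SE 0.11, adjusted p = 0.0573) and was called without MA WT 1 (adjusted p = 0.0433). Of 25 measured proteasome genes none was called (1 lower adjusted over the list alone, median −0.08, adjusted p = 0.158). The paper proposes an impaired protective response from *Psmb7* and *Ep300*; of the pair, the acetyltransferase carries the measured change. It did not pass with BeadChip as a random block.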

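Genes of energy supply did not move as sets in MA *Rage−/−* hearts. The 29 measured genes of fatty acid oxidation had a median of 0.04 with none called (camera adjusted p = 0.753), and the 38 of oxidative phosphorylation −0.06 with none called (adjusted p = 0.185). The nearest to a call among them were *Cpt1b*, which brings fatty acids into mitochondria (12.22 ± 0.05 in *Rage−/−* against 11.87 ± 0.25 in WT, 0.41, SE 0.13, adjusted p = 0.0958), *Acaa2*, a thiolase (0.42, SE 0.14, adjusted p = 0.105), and *Acot1*, an acyl-CoA thioesterase (9.73 ± 0.11 against 9.01 ± 0.39, 0.71, SE 0.24, adjusted p = 0.122). *Abhd5*, the co-activator of triglyceride breakdown, fell by 0.63 (8.25 ± 0.17 against 8.80 ± 0.10, SE 0.13, adjusted p = 0.0131, 4 of 4, not called with BeadChip as a fixed or random block), while triglyceride genes as a list stood at −0.01 (22 genes, 1 lower, adjusted p = 0.854). The *Rage−/−* mice of the Young group had a lower median of fatty acid oxidation genes (−0.10, 1 of 29 called lower, 1 adjusted over the list alone, adjusted p = 0.000157, 4 of 5 mice, −0.11 within BeadChips), and so had those of the Old group (−0.15, none called, adjusted p = 0.00171, adjusted p = 0.211 with an estimated correlation, −0.17 within BeadChips). The Old result was lost without Old *Rage−/−* 6 (adjusted p = 0.13).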

Signs of cardiac stress in MA *Rage−/−* mice are also evidenced by the increased expression of genes related to energy metabolism. Indeed, cluster 3B includes metabolic processes such as alcohol metabolic and biosynthetic processes, long-chain fatty acid metabolic process, and ceramide biosynthetic process (Figure 6). 

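These lipid terms leaned upward without passing by camera. Long-chain fatty acid metabolism had 2 of 37 genes called higher (3 adjusted over the list alone, median 0.07, adjusted p = 0.582), ceramide biosynthesis 2 of 24 (5 higher and 2 lower adjusted over the list alone, 0.06, adjusted p = 0.608) and the primary alcohol process of 35 genes a median of 0.10 (adjusted p = 0.582). The 27 measured genes that the paper lists for Cluster 3B, chosen by the study on these samples and so not independent evidence, were higher: 12 called higher (21 adjusted over the list alone, median 0.52, adjusted p = 2.48e-17), with scores of 0.37 ± 0.09 in MA *Rage−/−* and −0.21 ± 0.06 in MA WT, all 4 *Rage−/−* mice above every WT mouse. They kept a median of 0.53 with BeadChip as a fixed block and 0.47 as a random block. Among the called genes *Cyp4f13*, a fatty acid hydroxylase gene, rose by 0.80 (SE 0.14, adjusted p = 0.00576, 4 of 4), a call that ended with BeadChip as a fixed or random block.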

The aged heart accumulates long-chain fatty acids incorporated in triglycerides, phospholipids, and other lipid subspecies, including ceramides [52]. Lipid peroxidation increases in the aged heart in response to oxidative stress as a mark of adverse cardiac remodeling [52]. Ceramides, molecules constituted by sphingosine bound to fatty acyl chains of different lengths, are able to activate several signal transduction pathways, and their accumulation is strongly associated with the pathogenesis of many CVD [53]. *Sphk1* and *Ephx2* genes are central to many of the biological networks of cluster 3B and are overexpressed in MA *Rage−/−* mice (Figure 6, Table S2). 

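*Sphk1* was higher in all 4 MA *Rage−/−* mice than in any MA WT mouse, at 7.18 ± 0.93 against 5.54 ± 0.42 (1.61, SE 0.40, adjusted p = 0.0388), and was detected in 1 of 4 WT mice. *Ephx2* was higher at 10.55 ± 0.17 against 9.87 ± 0.14 (0.55, SE 0.13, adjusted p = 0.0362), again in 4 of 4. *Cers2*, the ceramide synthase for very long chains, rose by 0.52 (10.61 ± 0.05 against 10.10 ± 0.11, SE 0.13, adjusted p = 0.0388, 4 of 4), though its other probes were not called (0.33 and 0.52, adjusted p = 0.138 and 0.112). The 18 measured sphingolipid genes as a list had a median of 0.05, with 2 called higher (2 higher and 1 lower adjusted over the list alone, adjusted p = 0.753), so the change lay in single genes. *Sphk1* was lost without MA WT 2 or 4 or MA *Rage−/−* 3 or 4 (adjusted p up to 0.0943), *Ephx2* without MA WT 2, 3 or 4 or MA *Rage−/−* 1, 2 or 3 (up to 0.0841) and *Cers2* without any mouse but MA *Rage−/−* 4 (up to 0.0886). None of the 3 passed with BeadChip as a random block.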

The sphingosine kinase type 1 (SPHK1) phosphorylates sphingosine leading to the formation of sphingosine-1-phosphate (S1P), a potent signaling lipid with profibrotic actions [54]. It has been demonstrated that TGF-β1 induces the expression of SPHK1 to stimulate collagen production in both cardiac fibroblasts and myofibroblasts through S1P signaling [54,55]. The *Ephx2* gene encodes for soluble epoxide hydrolase (sEH) involved in the metabolism of arachidonic acid, a polyunsaturated fatty acid released into the cytosol in response to cardiac stressors [56]. sEH genetic ablation and pharmacological inhibition have been shown to exert cardioprotective actions in myocardial infarction and HF, improving mitochondrial function, reducing oxidative stress and inflammation, and opposing apoptosis [56]. Although RAGE activation has been associated with lipid accumulation and peroxidation in several organs [57,58,59], its specific role in intramyocardial lipid accumulation remains unknown. Lipid peroxidation is an alternative route for Nε-(carboxymethyl)lysine (CML) formation, which is a major AGE also involved in cardiac fibrosis [60,61]. Our data suggest that RAGE deletion affects cardiac fatty acids accumulation/oxidation in MA mice, likely, because of sRAGE absence, which may protect against CML formation and activity.

A corroboration that *Rage−/−* mice present a stressed cardiac phenotype is also given by the presence of GO categories related to the regulation of DNA damage response and signal transduction by p53 class mediators (Figure 6). 

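Among the p53 genes *Pcbp4*, an RNA-binding gene that p53 induces, was higher in MA *Rage−/−* (11.16 ± 0.09 against 10.72 ± 0.17, 0.42, SE 0.11, adjusted p = 0.0439, 4 of 4). *Cdkn1a*, which arrests the cell cycle, differed by 0.85 on its brightest probe (9.03 ± 0.83 against 8.18 ± 0.13, adjusted p = 0.194) and by 1.60 on another (adjusted p = 0.0422). *Bbc3*, a trigger of apoptosis, differed by 0.89 (SE 0.26, adjusted p = 0.0782, not called). The 12 measured genes of a fixed p53 list had a median of 0.14 (1 called higher, 2 adjusted over the list alone, adjusted p = 0.181), the term for p53-mediated DNA damage response 0.06 over 41 genes (2 called higher, adjusted p = 0.822) and the term for its regulation 0.02 over 23 genes (2 called higher, adjusted p = 0.799). The *Pcbp4* call was lost without any MA mouse but MA *Rage−/−* 4 (adjusted p up to 0.157) and with BeadChip as a random block.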

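The probe of *Smad6*, an inhibitory SMAD, read higher in MA *Rage−/−* (5.79 ± 0.38 against 4.96 ± 0.34, 0.90, SE 0.20, adjusted p = 0.0252, 3 of 4). It was not above background in either genotype, so this is not a measured change in level. *Pi16*, a peptidase inhibitor of fibroblasts, rose by 0.66 (SE 0.13, adjusted p = 0.014, 4 of 4). *Tgfb2* differed by 1.14 (SE 0.35, adjusted p = 0.09) and *Tgfb1* by −0.07 (SE 0.29, adjusted p = 0.932), neither called. Matrix genes were uneven: *Bgn* 0.49 (adjusted p = 0.132), *Col8a1* 0.46 (adjusted p = 0.216), *Col3a1* 0.74 (adjusted p = 0.298) and *Dcn* −0.50 (adjusted p = 0.0944), none called. The 22 measured fibroblast and matrix genes had a median of 0.13 (none called, adjusted p = 0.158), the TGF-β pathway list 0.06 over 14 genes (1 higher, 2 adjusted over the list alone, adjusted p = 0.21), collagen biosynthesis 0.25 over 17 (1 higher, 1 lower, adjusted p = 0.582) and R-SMAD binding −0.05 over 18 (2 higher, adjusted p = 0.902). Transcripts in whole LV do not measure deposited collagen, and the *Smad6* and *Pi16* calls did not pass with BeadChip as a random block.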

Finally, according to the fibrotic phenotype of MA *Rage−/−* mice, the enrichment analysis of cluster 3B also evidenced functional pathways such as positive regulation of collagen biosynthetic process and R-SMAD binding (Figure 6; [62,63]). 

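Single genes with a part in heart muscle growth were called lower in MA *Rage−/−* hearts. *Edn1*, the precursor of endothelin, averaged 7.51 ± 0.25 against 8.36 ± 0.55 (−0.94, SE 0.22, adjusted p = 0.0285, 2 of 4 *Rage−/−* mice below every WT mouse). *Dusp7*, a MAP kinase phosphatase gene, fell by 1.03 (SE 0.27, adjusted p = 0.045, 3 of 4). *Nfatc3*, a transcription factor downstream of calcineurin, differed by 0.23 on its brightest probe (SE 0.13, adjusted p = 0.354) and was called lower on another (−1.41); *Ifngr2*, a chain of the IFN-γ receptor, differed by −0.17 (SE 0.16, adjusted p = 0.638). The 23 measured genes of a fixed hypertrophy list had a median of −0.17 (3 called lower, 1 higher and 5 lower adjusted over the list alone, camera adjusted p = 0.0292, adjusted p = 0.256 with an estimated correlation), with 1 of 4 *Rage−/−* mice below all WT mice, and the term for cardiac muscle hypertrophy 0.02 over 40 genes (1 higher, 3 lower, 3 and 4 adjusted over the list alone, adjusted p = 0.955). The 23 genes listed for Cluster 2B, chosen by the study on these samples and so not independent evidence, had 6 lower calls (16 adjusted over the list alone, median −0.50, adjusted p = 1.11e-12), in 2 of 4 mice.

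Under a fixed BeadChip block the hypertrophy list turned to 0.31 (adjusted p = 0.215, 0.000552 to 0.256 over the alternatives), Cluster 2B to 0.58 (adjusted p = 0.0514, the highest of its alternatives), *Edn1* to 0.58 and *Dusp7* to 1.40. The hypertrophy list was lost without MA WT 2 or 4 or MA *Rage−/−* 1, 2 or 4 (adjusted p up to 0.13), *Edn1* without MA WT 2, 3 or 4 or MA *Rage−/−* 3 or 4 (up to 0.0685) and *Dusp7* without 6 of the 8 mice (up to 0.143).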

Of note, MA *Rage−/−* mice evidence a transcriptional drift of genes related to the regulation of cardiac cell growth and hypertrophy (Cluster 2B, Figure 6): some of them are positive regulators of cardiac hypertrophy, such as *Edn1*, while others, such as *Ifngr2-Naftcs*, mediate antihypertrophic effects (Table S2; [64,65]). We published that *Rage−/−* mice do not exhibit altered cardiomyocyte hypertrophy when compared to control mice at any age [7], suggesting that these animals have developed compensatory mechanisms likely due to the differential modulation of genes regulating cardiac muscle hypertrophy.

Hence, we found that RAGE deletion in mice induces alterations in LV transcriptome that affect cardiac remodeling (i.e., fibrosis) during aging. LV of Young *Rage−/−* mice exhibits the down-regulation of genes related to adaptive immunity, T-cell differentiation and activation, and IFN signaling pathways that, eventually, accelerate the development of an age-associated profibrotic phenotype. 

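Antigen display and complement fell along with the interferon genes in Young *Rage−/−* hearts. Of 17 measured class I MHC genes 3 were called lower (12 adjusted over the list alone, median −0.52, camera adjusted p = 1.27e-12, 4 of 5 *Rage−/−* mice below every WT mouse), and of 10 class II genes 1 (5 adjusted over the list alone, −0.44, adjusted p = 1.43e-06, 5 of 5). Of 11 complement genes 1 was called lower (1 higher and 6 lower adjusted over the list alone, −0.55, adjusted p = 1.13e-06, 5 of 5, adjusted p = 0.0504 with an estimated correlation). *C1qa*, made by macrophages, averaged 6.49 ± 0.59 in *Rage−/−* and 7.65 ± 0.29 in WT (adjusted p = 0.0723, not called), and the macrophage genes moved the same way. Within BeadChips the medians were −0.39 for class I, −0.45 for class II and −0.63 for complement, and with BeadChip as a random block −0.49, −0.42 and −0.61. Over the alternatives the adjusted p ran from 2.4e-16 to 0.0222, from 4.45e-07 to 0.00554 and from 1.7e-10 to 0.0504. The differences were measured in whole LV at a single Young age, and which cells carry them was not measured. *H2-Q5*, *H2-T23*, *H2-Ab1*, *H2-DMb2* and *C4b*, all called lower in Young, lie within 20 Mb of the deleted *Ager*. Sequence left there from another strain could make a probe misread a level, and probe sequences were not compared. Without the interferon, MHC and complement lists, 255 instead of 277 tested genes lie in that window. Further list members therefore lie there, and the list results share this limit.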

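Cardiac stress genes were higher as a list in MA *Rage−/−* hearts. The only called gene among them was *Ankrd1*, a stretch-responsive sarcomere gene, at 13.60 ± 0.17 against 12.79 ± 0.19 (0.82, SE 0.17, adjusted p = 0.018, 4 of 4 mice, a second probe 0.75, adjusted p = 0.0302). *Nppb*, the natriuretic peptide BNP, averaged 13.00 ± 0.14 against 11.86 ± 0.90 (1.20, SE 0.32, adjusted p = 0.0544, not called), and *Rcan1* and *Acta1* differed by 0.45 (adjusted p = 0.155) and 0.52 (adjusted p = 0.219). Of 11 measured genes 1 was called higher (3 adjusted over the list alone, median 0.37, camera adjusted p = 0.0139, adjusted p = 0.256 with an estimated correlation), with 2 of 4 *Rage−/−* mice above all WT mice. Endothelial genes were also higher (13 genes, 1 called, 1 adjusted over the list alone, median 0.25, adjusted p = 0.0292, 3 of 4 mice, adjusted p = 0.256 with an estimated correlation). Hypoxia genes stood at 0.05 over 19 genes (adjusted p = 0.753), with *Ddit4* at 0.65 (adjusted p = 0.486) and *Tpi1* at −0.23 (adjusted p = 0.216). The stress list was lost without MA WT 4 (0.16, adjusted p = 0.13) or MA *Rage−/−* 4 (0.41, adjusted p = 0.0617), *Ankrd1* without MA *Rage−/−* 4 (adjusted p = 0.0549) or with BeadChip as a fixed or random block, and the endothelial list without MA WT 1, MA WT 4 or MA *Rage−/−* 4 (adjusted p = 0.0549, 0.13 and 0.0917). The stress list was 0.58 with BeadChip as a fixed block and 0.28 as a random block (adjusted p 0.000309 to 0.355 over the alternatives).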

MA *Rage−/−* mice are characterized by an increase in cardiac stress marker genes associated with fatty acid oxidation, cardiac structure remodeling, impaired response to hypoxia, and programmed cell death pathways. 

This study has some limitations that require further investigation. First, a more in-depth exploration of the identified DEG and pathways is needed to confirm their involvement in the age-associated cardiac phenotype of *Rage−/−* mice. Second, it is known that gender differences are widespread in the onset and development of CVD, so their impact should be considered for CVD prevention, diagnosis, and treatment. In the present study, we used only female mice, but we are conducting similar experiments in male animals to highlight whether RAGE could influence gender differences during cardiac aging. Third, it would be helpful to discriminate the specific contribution of each RAGE isoform (FL-RAGE and sRAGE) to the aforementioned pathways during cardiac aging to develop possible new intervention strategies aimed at prolonging a healthy lifespan.

## 4. Material and Methods

### 4.1. Animals

Female C57BL/6N (WT; Charles River Laboratories, Calco, Italy) or *Rage−/−* mice were housed in standard cages and fed a normal chow diet. Ten-week-, twelve-, or twenty-one-month-old (Young, MA, and Old, respectively) animals were generated [7], weighted, and anesthetized with an intraperitoneal (i.p.) injection of ketamine-medetomidine cocktail (100 mg/Kg–10 mg/Kg). Then, mice were perfused with phosphate-buffered saline, and hearts were dissected and immediately frozen. All procedures involving animals were performed following our Institutional Guidelines, which comply with national (D.L. n.116, G.U. suppl. 40, 18 February 1992) and international laws (EU Directive 2010/63/EU). The study was authorized by the National Ministry of Health-University of Milan Committee (Approval number 12/12-30012012).

### 4.2. Microarray Gene Expression Analysis

Total RNA was extracted from the LV of mice of different age groups using miRNeasy kit (Qiagen, Hilden, Germany) and treated with DNase on a column to eliminate genomic contamination, following the manufacturer’s instructions. RNA yield/purity and RNA integrity were assessed by the Infinite M200 PRO multimode microplate reader (Tecan, Männedorf, Switzerland) and the 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA), respectively.

The Illumina Total Prep RNA Amplification Kit (Life Technologies, Carlsbad, CA, USA) was used to generate labeled, linearly amplified complementary RNA (cRNA), according to the manufacturer’s manual. Briefly, 300 ng of total RNA was reverse-transcribed to cDNA using an oligo(dT) primer containing a T7 promoter sequence. Second-strand cDNA was subsequently synthesized and then in vitro transcribed, adding biotin-dNTPs. After column-based purification and ammonium acetate/ethanol precipitation, cRNA was quantified by the Infinite M200 PRO microplate reader, and the cRNA profile of all samples was checked by the RNA 6000 Nano Assay kit in an Agilent 2100 Bioanalyzer. Two μg of cRNA per sample were then hybridized at 58 °C for 18 h on MouseWG-6 v2.0 Gene Expression BeadChip (Illumina, San Diego, CA, USA), followed by detection signal reaction with the fluorolink streptavidin-Cy3 (GE Healthcare Life Sciences, Chicago, IL, USA), as recommended by manufacturer’s instructions. The iSCAN System (Illumina) was used to scan each array on the BeadChips.

Data and materials used in the current study are available in the NCBI GEO database (accession number GSE210192).

### 4.3. Reverse-Transcription Quantitative PCR (RT-qPCR)

RNA was retrotranscribed with iScript Reverse Transcription Supermix kit (#1708840, Bio-Rad, Hercules, CA, USA) following the manufacturer’s instructions. RT-qPCR was performed on a Bio-Rad iCycler Thermal Cycler (Bio-Rad, Hercules, CA, USA) with the iQ5 Multicolor Real-Time PCR Detection System, using the iQ SYBR Green Supermix (Bio-Rad, Hercules, CA, USA), specific oligos (Table S3), and 10 ng of cDNA. Relative gene expression was determined using the 2-ΔΔCt method, normalizing to the average of 2 reference genes (*Hprt* and *Ldha*).

### 4.4. Data Processing

Array data export and quality control were performed with the Genome Studio Software v2011.1 (Illumina). Raw data were imported into the R software v4.0.2 and normalized with the Lumi R/Bioconductor package [66].

Data variance stabilization was performed by variance stabilizing transformation (VST), and transformed data were normalized by the robust spline normalization (RSN) algorithm, which combines the features of quantile and loess normalization. Microarray probes were annotated through the lumiMouseIDMapping R/Bioconductor package [67]. For subsequent analysis, we retained probes with a detection *p* value < 0.01 in at least 25% of samples. To control systematic heterogeneity in high-throughput data, a data adjustment step was performed through the DaMiRseq R/Bioconductor package [68]. Setting the DaMiR.SV() function with default parameters and method = ”fve”, 7 putative surrogate (also known as latent) variables (sv) were identified. The first 5 surrogate variables, which were associated with technical variability, were subsequently included in the statistical model design to adjust the differential expression analysis.

### 4.5. Statistical Analysis

All the statistical analyses were performed in the R environment v4.0.2. The *plotPCA()* function of the DESeq2 R/Bioconductor package was used to run Principal Component Analysis (PCA) [69]. Differential expression analysis was performed through the limma R/Bioconductor package [70]. We deemed genes as significantly different at a false discovery rate adjusted *p*-value < 0.05. An additive linear model for a multilevel experiment, which includes mouse age (i.e., Young, Middle-Age, and Old) and genotype (i.e., *Rage−/−* and Wild Type) factors, was designed. The implementation of this statistical model, adjusted for the 5 surrogate variables, allowed computing the comparisons between *Rage−/−* vs. Wild Type in (1) Young, (2) Middle-Age, and (3) Old mice. The robustness of the differential expression analysis results was assessed by exploring the histograms of the *p*-value distribution, which showed a uniformly flat distribution across the unit interval (null P values) with a peak near zero (*p* values for alternative hypotheses) [71].

### 4.6. Hierarchical Clustering of Gene Expression Data

Supervised hierarchical clustering analysis was performed based on the Euclidean and Pearson’s correlation metric for samples and genes, respectively, and the average linkage method, as implemented in the GENE-E software v3.0.215 (http://www.broadinstitute.org/cancer/software/GENE-E/index.html, accessed on 22 September 2016).

### 4.7. Functional Inferences on Gene Expression Profiles

The biological functions associated with the differentially expressed genes by comparing *Rage−/−* vs. Wild Type in the three mouse ages were inferred by taking advantage of prior biological knowledge on genes grouped by gene ontology (GO) biological processes (BP) and by Reactome pathway database (http://www.reactome.org/, accessed on 8 May 2020) using the ClueGO software v2.5.7 [72] implemented as an app in the Cytoscape v.8.0.1 platform [73]. Input gene lists were loaded into the ClueGO as Entrez ID. Parameters used to run the analysis included: Enrichment = two-sided hypergeometric test; minimal number of genes = 2; *p*-Value correction method = Benjamini–Hockberg; Custom Reference Set = the genes deemed as expressed by the above-reported filtering criteria. Specific GO-BP and pathways were deemed as enriched for an adjusted-*p* Value <0.05.

## Figures and Tables

**Figure 1:**
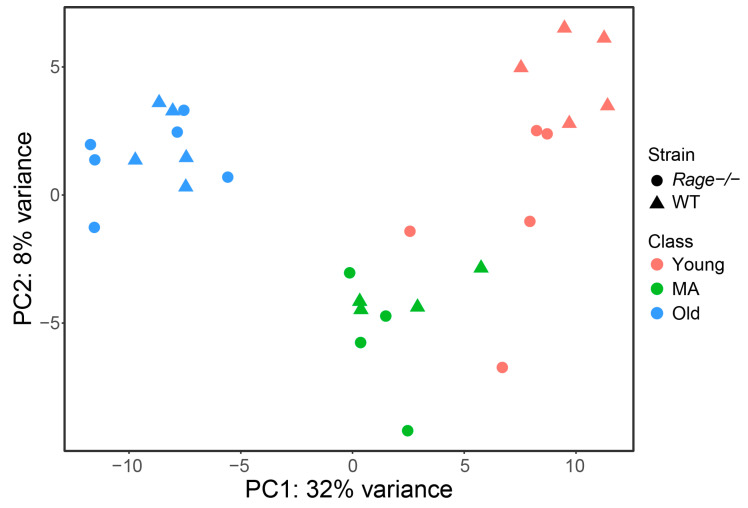
Unsupervised clustering of mice samples by Principal Component Analysis (PCA). A scatterplot of the first 2 principal components (PC1 and PC2) obtained from the PCA was performed using the whole gene-expression dataset. Colors refer to mouse age (red = Young, green = MA, blue = Old); shape represents genotypes (triangles = WT, circles = *Rage−/−*). WT = Wild Type; MA = Middle Age. Young WT n = 5, Young *Rage−/−* n = 5, MA WT n = 4, MA *Rage−/−* n = 4, Old WT n = 5, Old *Rage−/−* n = 6.

**Figure 2:**
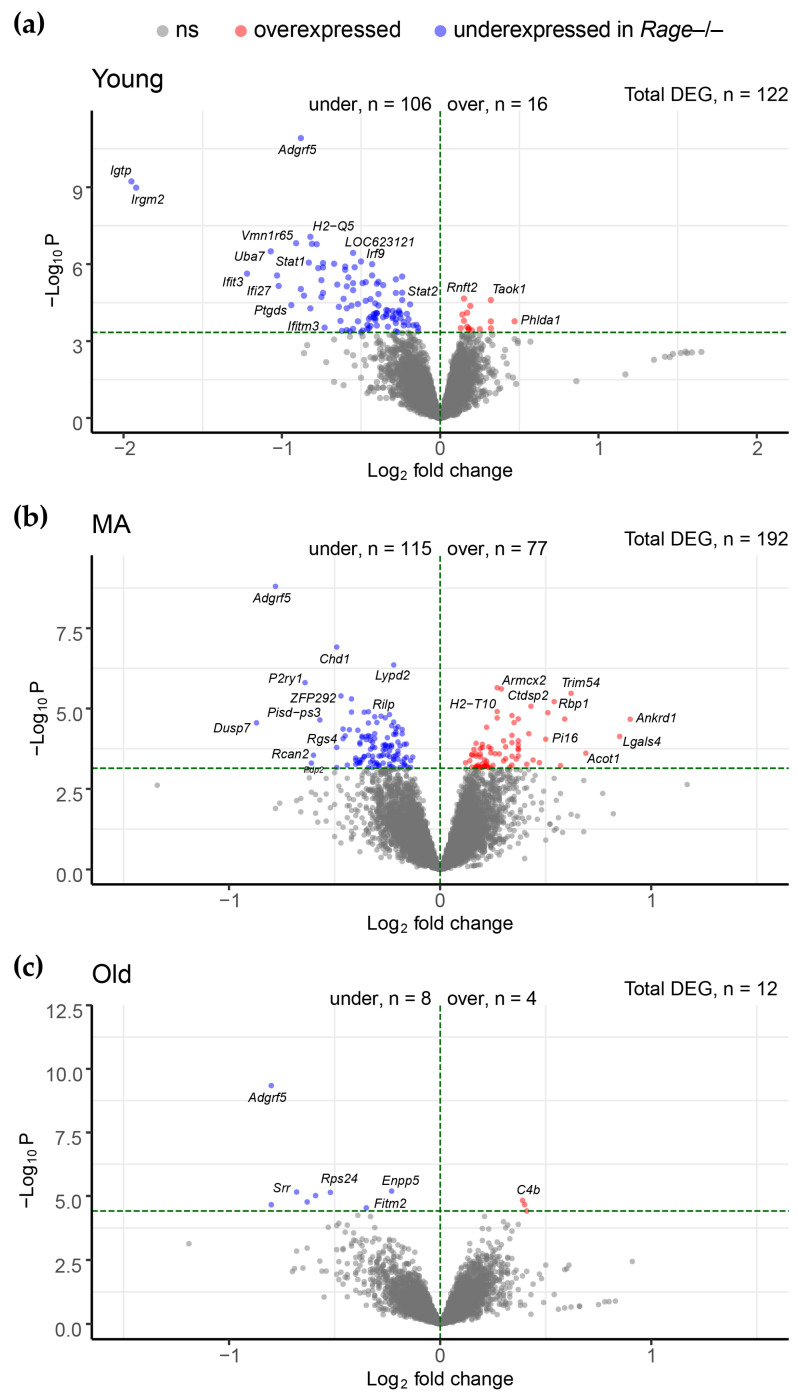
Volcano plots. Scatterplots of mean fold changes vs. significance levels (*x*- and *y*-axis, respectively) for comparisons of *Rage−/−* vs. WT in (**a**) Young, (**b**) MA and (**c**) Old mice. Red and blue dots represent significant differentially expressed genes (DEG) that stood adjustment for multiple testing (adjusted *p*-value < 0.05) and were up- and down-regulated in *Rage−/−*, respectively. Gray dots refer to non-significant DEG. A horizontal dashed line marks the threshold for -Log10 P corresponding to an adjusted *p*-Value < 0.05. −Log10 P = −Log10 nominal P-Value; Log2FC = log2 fold changes; WT = Wild Type; MA = Middle Age. Young WT n = 5, Young *Rage−/−* n = 5, MA WT n = 4, MA *Rage−/−* n = 4, Old WT n = 5, Old *Rage−/−* n = 6.

**Figure 3:**
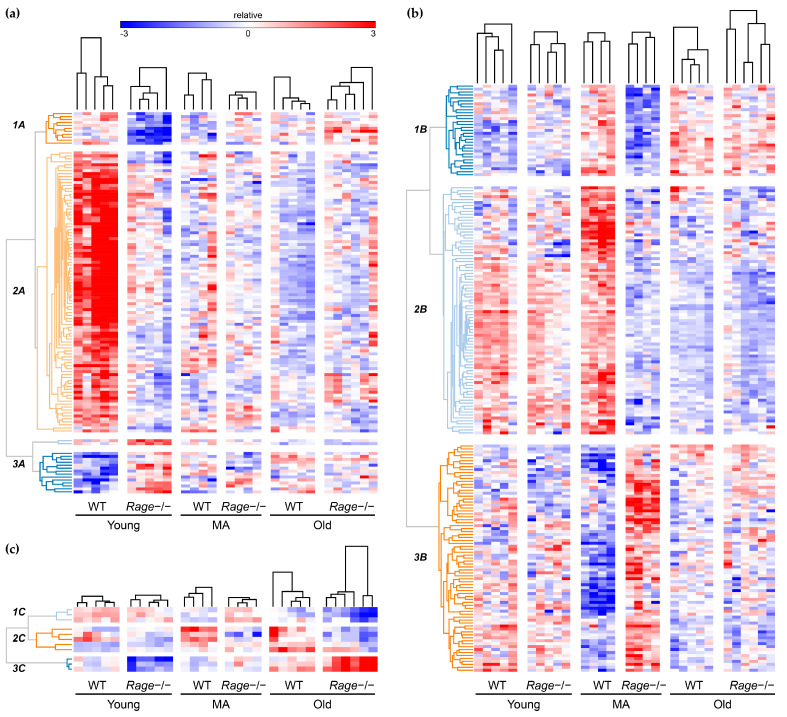
Hierarchical clustering. Hierarchical clustering of differentially expressed genes (DEG) that were identified through the comparisons between *Rage−/−* and WT in (**a**) Young, (**b**) MA, and (**c**) Old mice. Each heat map includes the expression levels of DEG in one age group and those same genes in the other two age groups. The heat maps show the level of transcripts expression from lower (dark blue) to higher (dark red). Mice (columns) were grouped based on age and genotype. Transcripts (rows) were clustered by applying an unsupervised Pearson’s correlation metric and average linkage method. WT = Wild Type; MA = Middle Age. Young WT n = 5, Young *Rage−/−* n = 5, MA WT n = 4, MA *Rage−/−* n = 4, Old WT n = 5, Old *Rage−/−* n = 6.

**Figure 4:**
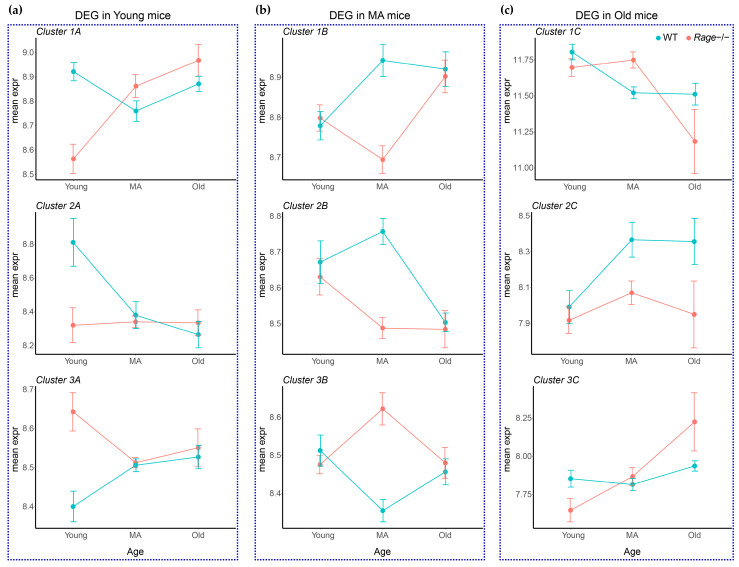
Time-series. The average expression values of the genes constituting each cluster obtained by hierarchical clustering (cf. panels (**a**) through (**c**) in Figure 3) were used to draw line plots showing the expression trend of these gene clusters. Panel (**a**) on the left represents the average expression of gene clusters 1A, 2A, and 3A in *Rage−/−* vs. WT Young mice. Panel (**b**) in the center depicts the average expression of gene clusters 1B, 2B, and 3B in *Rage−/−* vs. WT MA mice, and panel (**c**) on the right the 1C, 2C, and 3C clusters in Old mice. Pink and light blue lines and dots refer to *Rage−/−* and WT mice, respectively. Bars represent the standard deviation of the mean expression values between mice of the same age group. WT = Wild Type; MA = Middle Age. Young WT n = 5, Young *Rage−/−* n = 5, MA WT n = 4, MA *Rage−/−* n = 4, Old WT n = 5, Old *Rage−/−* n = 6.

**Figure 5:**
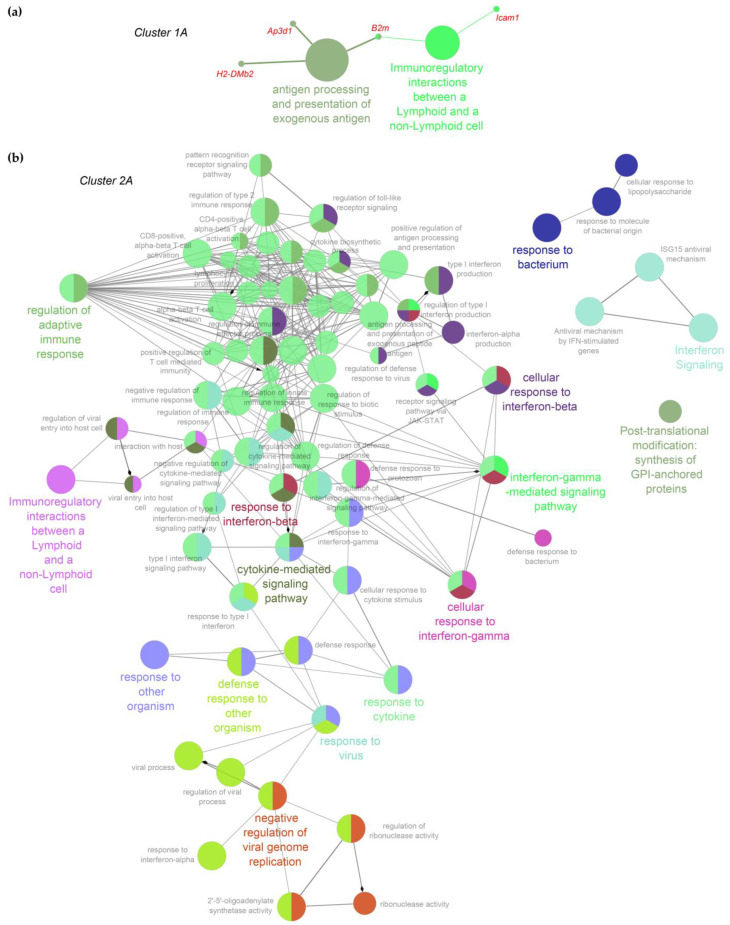
Enrichment networks in Young animals for clusters 1A (**a**) and 2A (**b**). The networks show the most significant gene ontology (GO)-biological processes (BP)/pathways (adjusted *p*-Value < 0.05) that are enriched in the transcript clusters identified by hierarchical clustering. Colors refer to groups of gene sets with related biological functions. Node size relates to gene-set significance.

**Figure 6:**
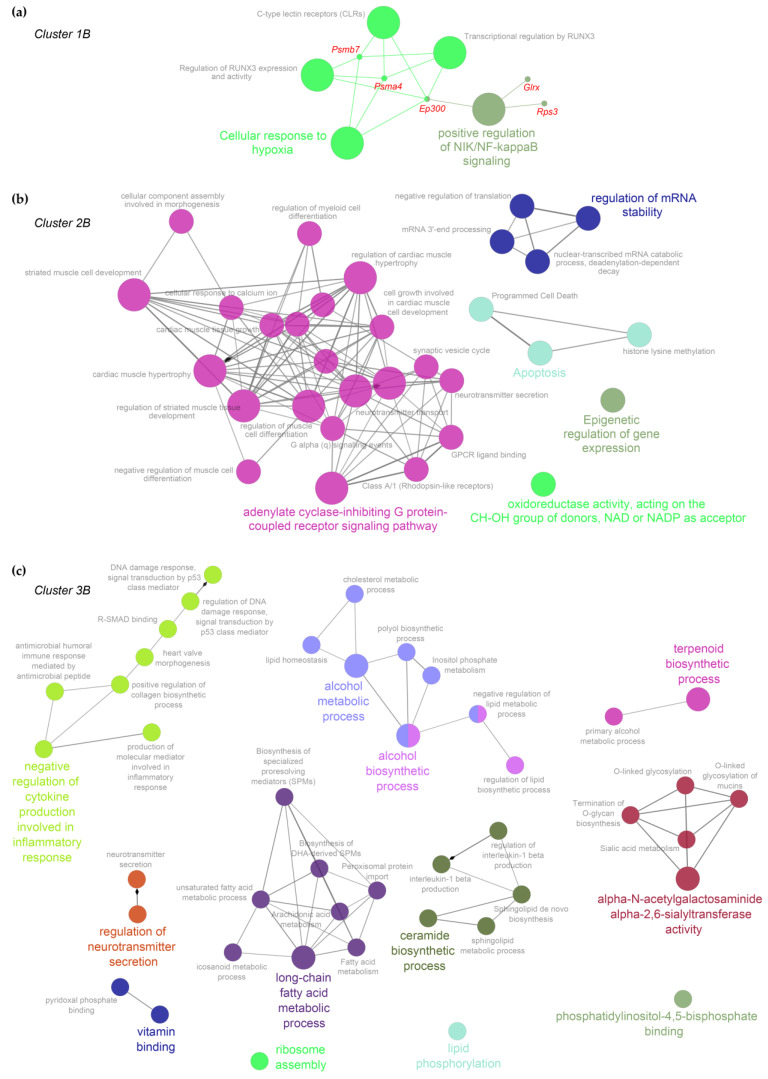
Enrichment networks in Middle Age animals for clusters 1B (**a**), 2B (**b**), and 3B (**c**). The networks show the most significant gene ontology (GO)-biological processes (BPs)/pathways (adjusted *p*-Value < 0.05) enriched in the transcript clusters identified by hierarchical clustering. Colors refer to groups of gene sets with related biological functions. Node size relates to gene-set significance.

## Data Availability

The raw and normalized microarray gene expression data used in the current study are available in the NCBI GEO database (accession number GSE210192).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms231911130/s1.

## References

[1] Chiao Y.A., Ramirez T.A., Zamilpa R., Okoronkwo S.M., Dai Q., Zhang J., Jin Y.F., Lindsey M.L. (2012). Matrix metalloproteinase-9 deletion attenuates myocardial fibrosis and diastolic dysfunction in ageing mice. Cardiovasc. Res..

[2] Lin J., Lopez E.F., Jin Y., Van Remmen H., Bauch T., Han H.C., Lindsey M.L. (2008). Age-related cardiac muscle sarcopenia: Combining experimental and mathematical modeling to identify mechanisms. Exp. Gerontol..

[3] Steenman M., Lande G. (2017). Cardiac aging and heart disease in humans. Biophys. Rev..

[4] Antonelli A., Di Maggio S., Rejman J., Sanvito F., Rossi A., Catucci A., Gorzanelli A., Bragonzi A., Bianchi M.E., Raucci A. (2017). The shedding-derived soluble receptor for advanced glycation endproducts sustains inflammation during acute Pseudomonas aeruginosa lung infection. Biochim. Biophys. Acta.

[5] Demling N., Ehrhardt C., Kasper M., Laue M., Knels L., Rieber E.P. (2006). Promotion of cell adherence and spreading: A novel function of RAGE, the highly selective differentiation marker of human alveolar epithelial type I cells. Cell Tissue Res..

[6] Queisser M.A., Kouri F.M., Konigshoff M., Wygrecka M., Schubert U., Eickelberg O., Preissner K.T. (2008). Loss of RAGE in pulmonary fibrosis: Molecular relations to functional changes in pulmonary cell types. Am. J. Respir. Cell Mol. Biol..

[7] Scavello F., Zeni F., Milano G., Macri F., Castiglione S., Zuccolo E., Scopece A., Pezone G., Tedesco C.C., Nigro P. (2021). Soluble Receptor for Advanced Glycation End-products regulates age-associated Cardiac Fibrosis. Int. J. Biol. Sci..

[8] Fritz G. (2011). RAGE: A single receptor fits multiple ligands. Trends Biochem. Sci..

[9] Orlova V.V., Choi E.Y., Xie C., Chavakis E., Bierhaus A., Ihanus E., Ballantyne C.M., Gahmberg C.G., Bianchi M.E., Nawroth P.P. (2007). A novel pathway of HMGB1-mediated inflammatory cell recruitment that requires Mac-1-integrin. EMBO J..

[10] Sourris K.C., Morley A.L., Koitka A., Samuel P., Coughlan M.T., Penfold S.A., Thomas M.C., Bierhaus A., Nawroth P.P., Yamamoto H. (2010). Receptor for AGEs (RAGE) blockade may exert its renoprotective effects in patients with diabetic nephropathy via induction of the angiotensin II type 2 (AT2) receptor. Diabetologia.

[11] Zhou Z., Wang K., Penn M.S., Marso S.P., Lauer M.A., Forudi F., Zhou X., Qu W., Lu Y., Stern D.M. (2003). Receptor for AGE (RAGE) mediates neointimal formation in response to arterial injury. Circulation.

[12] Iannitti R.G., Casagrande A., De Luca A., Cunha C., Sorci G., Riuzzi F., Borghi M., Galosi C., Massi-Benedetti C., Oury T.D. (2013). Hypoxia promotes danger-mediated inflammation via receptor for advanced glycation end products in cystic fibrosis. Am. J. Respir. Crit. Care Med..

[13] Mahajan N., Dhawan V. (2013). Receptor for advanced glycation end products (RAGE) in vascular and inflammatory diseases. Int. J. Cardiol..

[14] Volz H.C., Laohachewin D., Seidel C., Lasitschka F., Keilbach K., Wienbrandt A.R., Andrassy J., Bierhaus A., Kaya Z., Katus H.A. (2012). S100A8/A9 aggravates post-ischemic heart failure through activation of RAGE-dependent NF-kappaB signaling. Basic Res. Cardiol..

[15] Penzo M., Molteni R., Suda T., Samaniego S., Raucci A., Habiel D.M., Miller F., Jiang H.P., Li J., Pardi R. (2010). Inhibitor of NF-kappa B kinases alpha and beta are both essential for high mobility group box 1-mediated chemotaxis [corrected]. J. Immunol..

[16] Sessa L., Gatti E., Zeni F., Antonelli A., Catucci A., Koch M., Pompilio G., Fritz G., Raucci A., Bianchi M.E. (2014). The receptor for advanced glycation end-products (RAGE) is only present in mammals, and belongs to a family of cell adhesion molecules (CAMs). PLoS ONE.

[17] Volz H.C., Seidel C., Laohachewin D., Kaya Z., Muller O.J., Pleger S.T., Lasitschka F., Bianchi M.E., Remppis A., Bierhaus A. (2010). HMGB1: The missing link between diabetes mellitus and heart failure. Basic Res. Cardiol..

[18] Raucci A., Cugusi S., Antonelli A., Barabino S.M., Monti L., Bierhaus A., Reiss K., Saftig P., Bianchi M.E. (2008). A soluble form of the receptor for advanced glycation endproducts (RAGE) is produced by proteolytic cleavage of the membrane-bound form by the sheddase a disintegrin and metalloprotease 10 (ADAM10). FASEB J..

[19] Sabbatinelli J., Castiglione S., Macri F., Giuliani A., Ramini D., Vinci M.C., Tortato E., Bonfigli A.R., Olivieri F., Raucci A. (2022). Circulating levels of AGEs and soluble RAGE isoforms are associated with all-cause mortality and development of cardiovascular complications in type 2 diabetes: A retrospective cohort study. Cardiovasc. Diabetol..

[20] Scavello F., Tedesco C.C., Castiglione S., Maciag A., Sangalli E., Veglia F., Spinetti G., Puca A.A., Raucci A. (2021). Modulation of soluble receptor for advanced glycation end products isoforms and advanced glycation end products in long-living individuals. Biomark. Med..

[21] Scavello F., Zeni F., Tedesco C.C., Mensa E., Veglia F., Procopio A.D., Bonfigli A.R., Olivieri F., Raucci A. (2019). Modulation of soluble receptor for advanced glycation end-products (RAGE) isoforms and their ligands in healthy aging. Aging.

[22] Park L., Raman K.G., Lee K.J., Lu Y., Ferran L.J., Chow W.S., Stern D., Schmidt A.M. (1998). Suppression of accelerated diabetic atherosclerosis by the soluble receptor for advanced glycation endproducts. Nat. Med..

[23] Pickering R.J., Tikellis C., Rosado C.J., Tsorotes D., Dimitropoulos A., Smith M., Huet O., Seeber R.M., Abhayawardana R., Johnstone E.K. (2019). Transactivation of RAGE mediates angiotensin-induced inflammation and atherogenesis. J. Clin. Investig..

[24] Volz H.C., Kaya Z., Katus H.A., Andrassy M. (2010). The role of HMGB1/RAGE in inflammatory cardiomyopathy. Semin. Thromb. Hemost..

[25] Englert J.M., Kliment C.R., Ramsgaard L., Milutinovic P.S., Crum L., Tobolewski J.M., Oury T.D. (2011). Paradoxical function for the receptor for advanced glycation end products in mouse models of pulmonary fibrosis. Int. J. Clin. Exp. Pathol..

[26] Kumar V., Fleming T., Terjung S., Gorzelanny C., Gebhardt C., Agrawal R., Mall M.A., Ranzinger J., Zeier M., Madhusudhan T. (2017). Homeostatic nuclear RAGE-ATM interaction is essential for efficient DNA repair. Nucleic Acids Res..

[27] Bui T.M., Wiesolek H.L., Sumagin R. (2020). ICAM-1: A master regulator of cellular responses in inflammation, injury resolution, and tumorigenesis. J. Leukoc. Biol..

[28] Hofmann U., Beyersdorf N., Weirather J., Podolskaya A., Bauersachs J., Ertl G., Kerkau T., Frantz S. (2012). Activation of CD4+ T lymphocytes improves wound healing and survival after experimental myocardial infarction in mice. Circulation.

[29] Ramos G.C., van den Berg A., Nunes-Silva V., Weirather J., Peters L., Burkard M., Friedrich M., Pinnecker J., Abesser M., Heinze K.G. (2017). Myocardial aging as a T-cell-mediated phenomenon. Proc. Natl. Acad. Sci. USA.

[30] Weirather J., Hofmann U.D., Beyersdorf N., Ramos G.C., Vogel B., Frey A., Ertl G., Kerkau T., Frantz S. (2014). Foxp3+ CD4+ T cells improve healing after myocardial infarction by modulating monocyte/macrophage differentiation. Circ. Res..

[31] Ramos G., Hofmann U., Frantz S. (2016). Myocardial fibrosis seen through the lenses of T-cell biology. J. Mol. Cell. Cardiol..

[32] Laroumanie F., Douin-Echinard V., Pozzo J., Lairez O., Tortosa F., Vinel C., Delage C., Calise D., Dutaur M., Parini A. (2014). CD4+ T cells promote the transition from hypertrophy to heart failure during chronic pressure overload. Circulation.

[33] Skorska A., von Haehling S., Ludwig M., Lux C.A., Gaebel R., Kleiner G., Klopsch C., Dong J., Curato C., Altarche-Xifro W. (2015). The CD4(+) AT2R(+) T cell subpopulation improves post-infarction remodelling and restores cardiac function. J. Cell. Mol. Med..

[34] Delgobo M., Heinrichs M., Hapke N., Ashour D., Appel M., Srivastava M., Heckel T., Spyridopoulos I., Hofmann U., Frantz S. (2021). Terminally Differentiated CD4(+) T Cells Promote Myocardial Inflammaging. Front. Immunol..

[35] Bolivar S., Espitia-Corredor J.A., Olivares-Silva F., Valenzuela P., Humeres C., Anfossi R., Castro E., Vivar R., Salas-Hernandez A., Pardo-Jimenez V. (2021). In cardiac fibroblasts, interferon-beta attenuates differentiation, collagen synthesis, and TGF-beta1-induced collagen gel contraction. Cytokine.

[36] Levick S.P., Goldspink P.H. (2014). Could interferon-gamma be a therapeutic target for treating heart failure?. Heart Fail. Rev..

[37] Bartlett E.J., Lenzo J.C., Sivamoorthy S., Mansfield J.P., Cull V.S., James C.M. (2004). Type I IFN-beta gene therapy suppresses cardiac CD8+ T-cell infiltration during autoimmune myocarditis. Immunol. Cell Biol..

[38] Deonarain R., Cerullo D., Fuse K., Liu P.P., Fish E.N. (2004). Protective role for interferon-beta in coxsackievirus B3 infection. Circulation.

[39] Kimura A., Ishida Y., Furuta M., Nosaka M., Kuninaka Y., Taruya A., Mukaida N., Kondo T. (2018). Protective Roles of Interferon-gamma in Cardiac Hypertrophy Induced by Sustained Pressure Overload. J. Am. Heart Assoc..

[40] Lee J.W., Oh J.E., Rhee K.J., Yoo B.S., Eom Y.W., Park S.W., Lee J.H., Son J.W., Youn Y.J., Ahn M.S. (2019). Co-treatment with interferon-gamma and 1-methyl tryptophan ameliorates cardiac fibrosis through cardiac myofibroblasts apoptosis. Mol. Cell. Biochem..

[41] Frommhold D., Kamphues A., Hepper I., Pruenster M., Lukic I.K., Socher I., Zablotskaya V., Buschmann K., Lange-Sperandio B., Schymeinsky J. (2010). RAGE and ICAM-1 cooperate in mediating leukocyte recruitment during acute inflammation in vivo. Blood.

[42] Ziegler T., Horstkotte M., Lange P., Ng J., Bongiovanni D., Hinkel R., Laugwitz K.L., Sperandio M., Horstkotte J., Kupatt C. (2016). Endothelial RAGE exacerbates acute postischaemic cardiac inflammation. Thromb. Haemost..

[43] Chen Y., Akirav E.M., Chen W., Henegariu O., Moser B., Desai D., Shen J.M., Webster J.C., Andrews R.C., Mjalli A.M. (2008). RAGE ligation affects T cell activation and controls T cell differentiation. J. Immunol..

[44] Moser B., Desai D.D., Downie M.P., Chen Y., Yan S.F., Herold K., Schmidt A.M., Clynes R. (2007). Receptor for advanced glycation end products expression on T cells contributes to antigen-specific cellular expansion in vivo. J. Immunol..

[45] Dang M., Zeng X., Chen B., Wang H., Li H., Du F., Guo C. (2019). Interferon-gamma mediates the protective effects of soluble receptor for advanced glycation end-product in myocardial ischemia/reperfusion. Lab. Investig..

[46] Zhang X., Cao X., Dang M., Wang H., Chen B., Du F., Li H., Zeng X., Guo C. (2019). Soluble receptor for advanced glycation end-products enhanced the production of IFN-gamma through the NF-kappaB pathway in macrophages recruited by ischemia/reperfusion. Int. J. Mol. Med..

[47] Wang Y., Godec J., Ben-Aissa K., Cui K., Zhao K., Pucsek A.B., Lee Y.K., Weaver C.T., Yagi R., Lazarevic V. (2014). The transcription factors T-bet and Runx are required for the ontogeny of pathogenic interferon-gamma-producing T helper 17 cells. Immunity.

[48] Wong W.F., Kohu K., Chiba T., Sato T., Satake M. (2011). Interplay of transcription factors in T-cell differentiation and function: The role of Runx. Immunology.

[49] Ghosh A.K. (2020). p300 in Cardiac Development and Accelerated Cardiac Aging. Aging Dis..

[50] Kawamura T., Hasegawa K., Morimoto T., Iwai-Kanai E., Miyamoto S., Kawase Y., Ono K., Wada H., Akao M., Kita T. (2004). Expression of p300 protects cardiac myocytes from apoptosis in vivo. Biochem. Biophys. Res. Commun..

[51] Kyrychenko V.O., Nagibin V.S., Tumanovska L.V., Pashevin D.O., Gurianova V.L., Moibenko A.A., Dosenko V.E., Klionsky D.J. (2014). Knockdown of PSMB7 induces autophagy in cardiomyocyte cultures: Possible role in endoplasmic reticulum stress. Pathobiology.

[52] Sithara T., Drosatos K. (2021). Metabolic Complications in Cardiac Aging. Front. Physiol..

[53] Choi R.H., Tatum S.M., Symons J.D., Summers S.A., Holland W.L. (2021). Ceramides and other sphingolipids as drivers of cardiovascular disease. Nat. Rev. Cardiol..

[54] Gellings Lowe N., Swaney J.S., Moreno K.M., Sabbadini R.A. (2009). Sphingosine-1-phosphate and sphingosine kinase are critical for transforming growth factor-beta-stimulated collagen production by cardiac fibroblasts. Cardiovasc. Res..

[55] Pchejetski D., Foussal C., Alfarano C., Lairez O., Calise D., Guilbeau-Frugier C., Schaak S., Seguelas M.H., Wanecq E., Valet P. (2012). Apelin prevents cardiac fibroblast activation and collagen production through inhibition of sphingosine kinase 1. Eur. Heart J..

[56] Imig J.D., Cervenka L., Neckar J. (2022). Epoxylipids and soluble epoxide hydrolase in heart diseases. Biochem. Pharmacol..

[57] Gaens K.H., Goossens G.H., Niessen P.M., van Greevenbroek M.M., van der Kallen C.J., Niessen H.W., Rensen S.S., Buurman W.A., Greve J.W., Blaak E.E. (2014). Nepsilon-(carboxymethyl)lysine-receptor for advanced glycation end product axis is a key modulator of obesity-induced dysregulation of adipokine expression and insulin resistance. Arterioscler. Thromb. Vasc. Biol..

[58] Mastrocola R., Collino M., Nigro D., Chiazza F., D’Antona G., Aragno M., Minetto M.A. (2015). Accumulation of advanced glycation end-products and activation of the SCAP/SREBP Lipogenetic pathway occur in diet-induced obese mouse skeletal muscle. PLoS ONE.

[59] Wu J., Zhao M.Y., Zheng H., Zhang H., Jiang Y. (2010). Pentoxifylline alleviates high-fat diet-induced non-alcoholic steatohepatitis and early atherosclerosis in rats by inhibiting AGE and RAGE expression. Acta Pharmacol. Sin..

[60] Chen M., Li H., Wang G., Shen X., Zhao S., Su W. (2016). Atorvastatin prevents advanced glycation end products (AGEs)-induced cardiac fibrosis via activating peroxisome proliferator-activated receptor gamma (PPAR-gamma). Metabolism.

[61] Fu M.X., Requena J.R., Jenkins A.J., Lyons T.J., Baynes J.W., Thorpe S.R. (1996). The advanced glycation end product, Nepsilon-(carboxymethyl)lysine, is a product of both lipid peroxidation and glycoxidation reactions. J. Biol. Chem..

[62] Burch M.L., Zheng W., Little P.J. (2011). Smad linker region phosphorylation in the regulation of extracellular matrix synthesis. Cell. Mol. Life Sci..

[63] Euler-Taimor G., Heger J. (2006). The complex pattern of SMAD signaling in the cardiovascular system. Cardiovasc. Res..

[64] Castro M.G., Rodriguez-Pascual F., Magan-Marchal N., Reguero J.R., Alonso-Montes C., Moris C., Alvarez V., Lamas S., Coto E. (2007). Screening of the endothelin1 gene (EDN1) in a cohort of patients with essential left ventricular hypertrophy. Ann. Hum. Genet..

[65] Fang J., Li T., Zhu X., Deng K.Q., Ji Y.X., Fang C., Zhang X.J., Guo J.H., Zhang P., Li H. (2017). Control of Pathological Cardiac Hypertrophy by Transcriptional Corepressor IRF2BP2 (Interferon Regulatory Factor-2 Binding Protein 2). Hypertension.

[66] Du P., Kibbe W.A., Lin S.M. (2008). lumi: A pipeline for processing Illumina microarray. Bioinformatics.

[67] Du P.F.G., Kibbe W., Lin S. (2011). lumiMouseIDMapping: Illumina Identifier Mapping for Mouse.

[68] Chiesa M., Colombo G.I., Piacentini L. (2018). DaMiRseq-an R/Bioconductor package for data mining of RNA-Seq data: Normalization, feature selection and classification. Bioinformatics.

[69] Love M.I., Huber W., Anders S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[70] Ritchie M.E., Phipson B., Wu D., Hu Y., Law C.W., Shi W., Smyth G.K. (2015). limma powers differential expression analyses for RNA-sequencing and microarray studies. Nucleic Acids Res..

[71] Leek J.T., Storey J.D. (2008). A general framework for multiple testing dependence. Proc. Nat. Acad. Sci. USA.

[72] Bindea G., Mlecnik B., Hackl H., Charoentong P., Tosolini M., Kirilovsky A., Fridman W.H., Pages F., Trajanoski Z., Galon J. (2009). ClueGO: A Cytoscape plug-in to decipher functionally grouped gene ontology and pathway annotation networks. Bioinformatics.

[73] Shannon P., Markiel A., Ozier O., Baliga N.S., Wang J.T., Ramage D., Amin N., Schwikowski B., Ideker T. (2003). Cytoscape: A software environment for integrated models of biomolecular interaction networks. Genome Res..

# Supplementary material for: Effects of RAGE Deletion on the Cardiac Transcriptome during Aging
**Source:** Int J Mol Sci. 2022 Sep 22;23(19):11130. doi: 10.3390/ijms231911130
**Supplement:** Supplementary file 1

Effects of RAGE Deletion on the Cardiac Transcriptome during Aging

Francesco Scavello ^{1,†}, Luca Piacentini ^{2,†}, Stefania Castiglione ¹, Filippo Zeni ¹, Federica Macrì ¹, Manuel Casaburo ³, Maria Cristina Vinci ⁴, Gualtiero I. Colombo ^{5,*} and Angela Raucchi ^{1,3,*}

† These authors contributed equally to this work.

Table S3. Sequences of mouse forward and reverse primers used for RT-qPCR

**Gene**	**Forward**	**Reverse**
<i>Adgrf5</i>	5'-GGAAGAACAGGACATCCGCTCA-3'	5'-CCAGGAGTTCAAGGCAGACTTG-3'
<i>Igtp</i>	5'-AGCCCGTCTTTTCACGACTT-3'	5'-CTCCAGGTTGGCAGTGTCTAT-3'
<i>Irgm2</i>	5'-GGCAGTTGAGTCACCTGAGG-3'	5'-CCCCTTCTTTCACGGCAGT-3'
<i>Ifit3</i>	5'-CGAGCAAAAATGTGCTTTGA-3'	5'-GCTCCCCTTCAGCTTCTTCT-3'
<i>P2ry1</i>	5'-CCTGCTATGACACCACGTCCAA-3'	5'-AGCGGAGAGTTGTCCAGGTCAT-3'
<i>Rgs4</i>	5'-CTGAAGTCGGAATACAGCGAGG-3'	5'-CTGGTGCAAGAGTCCAGGTTCA-3'
<i>Hmgcs2</i>	5'-TGCTATGCAGCCTACCGCAAGA-3'	5'-GCCAGGGATTTCTGGACCATCT-3'
<i>Rps24</i>	5'-TGGTGGCAAGACCACTGGCTTT-3'	5'-CTGTTCTTGCGTTCCTTTCGCTG-3'
<i>C4a</i>	5'-GGAGAGTGGAACCTGTAGACAG-3'	5'-CACTCGAACACGAGTTGGCTTG-3'
<i>Fitm2</i>	5'-TGCATGAGGTGAAGACGGAc-3'	5'-AGTGCCTTGAGGCATTGGG-3'
<i>Hprt</i>	5'-GGAGCGGTAGCACCTCCT-3'	5'-CCAAATCCTCGGCATAATGA-3'
<i>Ldha</i>	5'-AGACAAACTCAAGGCGGAGA-3'	5'-CAGCTTGCAGTGTGGACTGT-3'

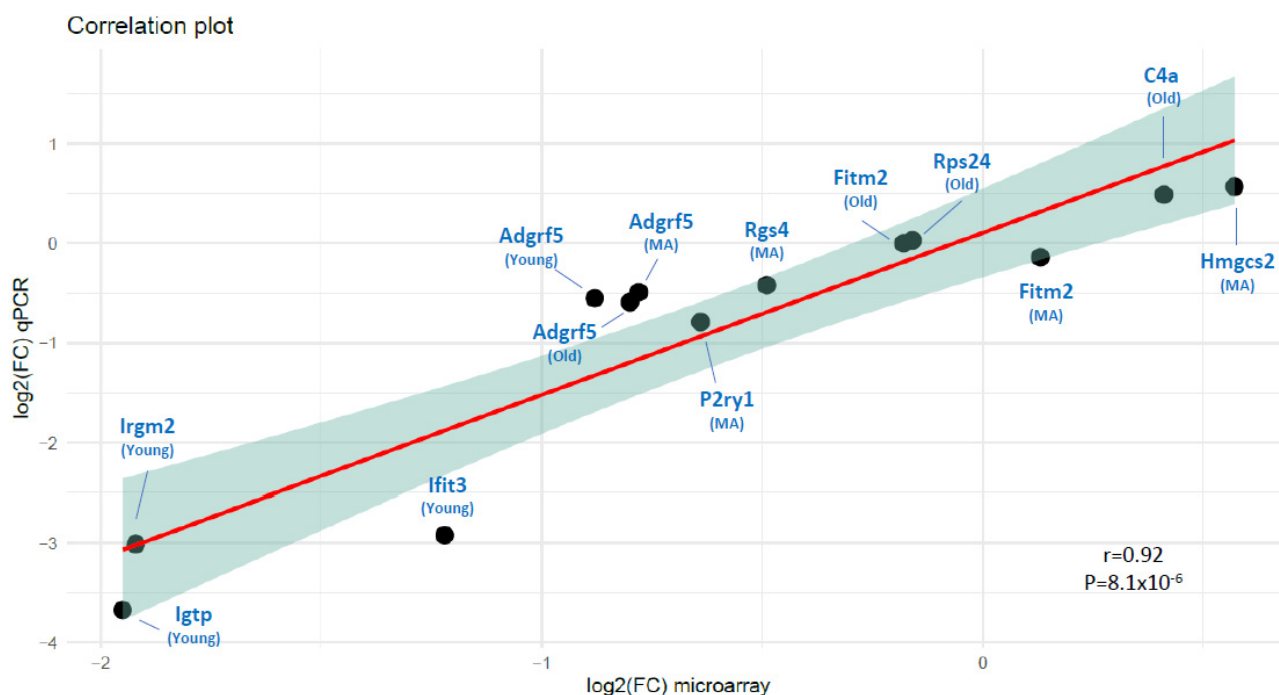

Figure S1. Correlation plot. Technical validation by RT-qPCR of 10 selected genes (*Igtp*, *Irgm2*, *Ifit3*, *Adgrf5*, *P2ry1*, *Rgs4*, *Fitm2*, *Rps24*, *C4a*, and *Hmgcs2*) differentially expressed in at least one of the comparisons between *Rage*^{-/-} vs. WT in Young, MA or Old mice (cf. in brackets). Pearson's correlation coefficient (r) was computed to assess the degree of association between the $\log_2$ mean fold differences ($\log_2\text{FC}$) of these genes tested by microarray (x-axis) and RT-qPCR (y-axis). The trendline is colored in red whereas the 95% confidence interval of the trendline is depicted in light green.

How the deposited data were processed for this re-analysis (not part of the article)

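The bead intensities were exported by the authors with Genome Studio and deposited without background correction, as 1 average intensity per probe and array. The detection score beside each was computed by the same software from the array's negative control beads and, as deposited, holds 1 minus the detection p. The authors' normalized log2 values were made with a variance-stabilizing transformation and robust spline normalization in lumi, after which they kept the detected probes.

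From the intensities, probes were kept with a detection p under 0.01 in at least 25% of the 29 arrays. Background correction, quantile normalization and log2 values came from neqc of limma, with an offset of 16. For each probe limma fitted 1 linear model with the 6 groups and the first 5 of 7 surrogate variables, estimated here by iteratively reweighted singular vectors in 5 rounds, with empirical Bayes variances. Adjusted p values are Benjamini-Hochberg over all tested probes of a comparison, and a probe was called under 0.05. A gene with several probes is given by its brightest probe.

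Gene lists were tested with camera of limma at a preset correlation of 0.01, and again with the correlation estimated from the data, adjusted over the lists of a comparison; "over the list alone" means that gene p values were adjusted among the members only. A list's score in a mouse is the mean deviation of its genes from the mean of the 29 mice. The fixed lists were written before the data were examined but with the paper at hand, so their topics can follow its findings on these mice. The cluster lists and the terms came from the paper's Table S2, of which 120 terms had complete members. Fisher's exact test compared called and other genes inside and outside a term.

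Principal components were taken from values adjusted for the surrogate variables, and their shares were tested by permutation with 100000 resamples. Alternatives changed 1 choice at a time, except that the fit of the compared groups alone also left out the surrogate variables, and each mouse was left out in turn. R 4.3.3 and limma 3.58.1 were used.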

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

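The comparisons of genotype differences between ages were set out in the design, and of the tests in this part only the setting that leaves the later BeadChips out was chosen after the data were seen.

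EGFP, which the paper's text does not discuss, was higher in *Rage−/−* than in WT by 3.70 in Young, 3.53 in MA and 4.51 in Old, with every *Rage−/−* mouse above every WT mouse (5 of 5, 4 of 4 and 6 of 6) and no WT mouse above background. Haemoglobin and haem synthesis genes are also outside the genes the paper discusses. The 4 measured ones, *Hba-a1*, *Hbb-bs*, *Hbb-bt* and *Alas2*, were 1.63 higher at the median in Young *Rage−/−*, in 5 of 5 mice, with *Hba-a1* at 12.72 ± 0.17 against 10.90 ± 0.61. None was called singly (limma, adjusted p = 0.167 for *Hba-a1*).

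The genotype difference itself changed with age in 14 probes between Young and MA, 30 between Young and Old and 20 between MA and Old. Between Young and Old the type I interferon list moved by 1.35, the IFN-γ list by 1.37 and the complement list by 0.82 (camera adjusted p = 2.21e-09, 2 genes called higher, 7 adjusted over the list alone). *C4b* moved by 1.83 and *Igtp* by 3.52 (adjusted p = 0.000174). For *C4b* the difference is lower in 5 of 5 Young and higher in 6 of 6 Old *Rage−/−* mice, while *Igtp* is lower in 5 of 5 Young and higher than every WT mouse in 3 of 6 Old ones. With the later BeadChips left out *C4b* stayed at 1.41 and *Igtp* at 3.37, neither called (adjusted p = 0.215 and 0.0985, against 2.58e-05 to 0.215 and 1.57e-06 to 0.0985 over their alternatives).

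A mouse stood apart from its group in 3 of 132 groups tested, against 6.6 expected by chance, which gives about 1 in 20 groups. For *Ephx2* Old WT 2 read 10.08 and the other Old WT mice 9.51 to 9.62. On the IFN-γ list Old *Rage−/−* 6 scored 0.28 and the others −0.38 to −0.21. On the macrophage list MA *Rage−/−* 2 scored −0.0791 and the others −0.31 to −0.28. Old WT 2 is the Old WT array that shares a BeadChip with MA *Rage−/−*, where *Ephx2* is higher.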

How the results depend on the processing

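Among the settings compared here, only the one that leaves the later BeadChips out was chosen after the data were seen, and Old WT then holds 1 array, assumed to vary like the other groups. The counts have a limit: genotype in MA lies across BeadChips. The fits from the compared groups alone also hold no surrogate variables, so both choices changed there together. In simulated data with the real surrogate variables, 10 rounds of 200 changed probes among 13277, a change of 1 log2 unit was recovered in 82.5% of probes in Young, 74.0% in MA and 79.7% in Old, and 5.64%, 5.36% and 4.94% of calls were false. With a simulated BeadChip effect these shares fell to 63.1%, 16.1% and 57.8%, with 5.09%, 11.1% and 4.85% false. That effect was drawn separately for each probe, whereas BeadChip explained 72.6% of the first real surrogate variable, which many probes share. The false shares also depend on the 200 changed probes, so they do not estimate how many of the real calls are false. The replicate numbers do not pair the mice: of 14 pairs 6 correlated above 0.1 (−0.26 to 0.48), and most correlated better with a mouse of another number. A block on them is given only for completeness. The cause of each change below was not tested.

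Counts of called probes moved most. In Young (90) there were 138 with log2 and quantile scaling, 54 without surrogate variables, 27 with BeadChip as a fixed and 54 as a random block, 31 from the compared groups alone, 37 with a replicate block, 14 within BeadChips and 35 with the later BeadChips left out. In MA (252) there were 8 without surrogate variables, 2 with BeadChip as a fixed and 2 as a random block, 2 from the compared groups alone, 69 with a replicate block, 147 with 1 probe per gene and 38 with the later BeadChips left out. In Old (7) there were 19 on the authors' values, 15 with log2 and quantile scaling, 3 with detection in 75% of arrays, 3 with BeadChip as a fixed and 3 as a random block, 11 with trend and robust variances, 2 from the compared groups alone, 2 with a replicate block, 17 within BeadChips and 17 with the later BeadChips left out.

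Between Young and MA the genotype difference changed in 14 probes: 152 on the authors' values, 82 with log2 and quantile scaling, 65 without a detection filter, 49 with detection in 75% of arrays, 1 without surrogate variables, 90 with all 7, 1 with BeadChip as a fixed and 0 as a random block, 60 with trend and robust variances, 0 from the compared groups alone, 0 with a replicate block, 39 with 1 probe per gene and 0 with the later BeadChips left out. Between Young and Old (30) it was 67, 82, 19 (detection in 75%), 17 (no surrogate variables), 47 (all 7), 11 and 14 (BeadChip fixed and random), 57 (trend and robust), 10 (replicate block) and 1 (later BeadChips left out). Between MA and Old (20) it was 34 with log2 and quantile scaling, 0 without surrogate variables, 1 and 0 with BeadChip fixed and random, 0 from the compared groups, 0 with a replicate block, 8 with 1 probe per gene and 7 with the later BeadChips left out.

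With age in WT, Young to MA (197) gave 62 without surrogate variables, 12 and 16 with BeadChip fixed and random, 16 from the compared groups and 34 with the later BeadChips left out. Young to Old (114) gave 352 on the authors' values, 261 with log2 and quantile scaling, 53 without a detection filter, 236 with detection in 75%, 3169 without surrogate variables, 21 with BeadChip fixed, 208 with trend and robust variances, 4272 from the compared groups and 22 with the later BeadChips left out. With age in *Rage−/−*, Young to MA (180) gave 365, 323, 97 (no filter), 38 (no surrogate variables), 285 (all 7), 1 and 9 (BeadChip fixed and random), 12 (compared groups), 116 (1 probe per gene) and 49 (later BeadChips left out). Young to Old (488) gave 1171, 775, 195 (no filter), 994 (75%), 132 and 125 (BeadChip fixed and random), 76 (compared groups) and 66 (later BeadChips left out).

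With an estimated correlation the Young medians stay but do not pass for macrophage (−0.41, adjusted p = 0.0796), complement (−0.55, 0.0504) and erythroid genes (1.63, 0.103). In MA, cardiac stress genes (0.37) were 0.26 without a detection filter, 0.58 with BeadChip fixed and 0.37 with an estimated correlation, none passing. Some signs turned among results that passed in the main fit or in the alternative. With BeadChip as a fixed block these were MA hypertrophy genes (0.31), the genes of Cluster 2B (0.58), *Rgs4* (1.12), *Rab18* (−2.31), *Edn1* (0.58), *Chd1* (1.54) and *Dusp7* (1.40). With the later BeadChips left out it was type I interferon genes in Old (−0.13), and with detection in 75% of arrays the genes of the Old clusters (0.35). Turns of results that passed in neither fit are not listed. The hypertrophy list (−0.17) also fell short of the threshold at the same median without a detection filter (−0.17) and with an estimated correlation (−0.17), and with BeadChip random (−0.076) and from the compared groups (−0.13). PC1 and PC2 held 50.7% without adjustment and 43.2% over the 500 most variable probes, and age 49.3% of PC1 without adjustment.

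Leaving out 1 mouse gave 47 to 119 calls in Young, 99 to 310 in MA and 3 to 7 in Old. The genotype difference then changed in 1 to 117 probes between Young and MA (1 without Young *Rage−/−* 1, 117 without Young WT 5), 13 to 71 between Young and Old (13 without Old *Rage−/−* 6, 71 without Young WT 4) and 0 to 22 between MA and Old (0 without MA *Rage−/−* 3 or Old WT 2). Age gave 73 (without Young WT 2) to 270 and 53 (without Old WT 2) to 405 (without Young WT 5) in WT, and 57 (without Young *Rage−/−* 1) to 237 and 287 (without Young *Rage−/−* 4) to 794 (without Old *Rage−/−* 1) in *Rage−/−*. The MA stress list then ran from 0.16 (without MA WT 4) to 0.41 (without MA *Rage−/−* 4) and the hypertrophy list from −0.20 (without MA *Rage−/−* 3) to −0.11 (without MA WT 4).

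A turn of sign is counted here only where the result passed in the main fit or in the alternative. Of 706 list results under another setting 636 stayed on their side of the threshold, 53 fell short, 13 newly passed and 4 turned. Of 513 with 1 mouse left out these were 485, 22, 6 and 0. Of 1451 results for named genes 1108 stayed, 303 fell short, 35 newly passed and 5 turned, and of 1044 with 1 mouse left out 912, 122, 10 and 0. Of 282 term results 264 stayed, 9 fell short and 9 newly passed, and of 189 with 1 mouse left out 180, 6 and 3. Of 128 counts 40 and of 126 with 1 mouse left out 67 stayed within 1.5 times.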

Differences from the paper's values

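The thresholds of detection, surrogate variables and adjusted p follow the paper's, on values normalized differently. The paper's PC1 and PC2 together explain 40% of the variance, against 26.1% here. Of the alternatives set before the data were examined, the authors' normalized values (33.5%), values without adjustment for surrogate variables (50.7%) and the 500 most variable probes (43.2%) come within 1.5 times of it.

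The paper counts 12 differing genes in Old, against 7 probes here. Log2 and quantile scaling (15), no surrogate variables (8), all 7 surrogate variables (8), trend and robust variances (11) and the comparison within BeadChips (17) come within 1.5 times. The authors' values (19), no detection filter (7), detection in 75% of arrays (3), BeadChip as a fixed (3) or random block (3), the compared groups alone, also without surrogate variables (2), a replicate block (2) and 1 probe per gene (7) do not. The paper's count of probes lower in Old is about 8 in Fig. 2C, read by eye, against 4 here. The authors' values (11), log2 and quantile scaling (9), no detection filter (6), trend and robust variances (7) and within BeadChips (7) come within 1.5 times, and detection in 75% of arrays (3), no surrogate variables (4), all 7 (5), BeadChip as a fixed (1) or random block (1), the compared groups (1), a replicate block (1) and 1 probe per gene (5) do not.

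The paper's count of probes higher in MA is about 77 in Fig. 2B, read by eye, against 139 here. Detection in 75% of arrays (102) and 1 probe per gene (74) come within 1.5 times. The authors' values (122), log2 and quantile scaling (138), no detection filter (145), no surrogate variables (3), all 7 (155), BeadChip as a fixed (0) or random block (1), trend and robust variances (149), the compared groups (1) and a replicate block (28) do not.

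In the paper's Table S1 the t column has the sign opposite to the log2 fold change in 1980 of the 1980 rows held, at each age. The fold changes themselves follow the authors' scale. Of 1165 clearly matched probes among those rows, a fit on the authors' normalized values gave the same sign for 1153 in Young, 1077 in MA and 1102 in Old. Both sides start from the authors' normalization, so this does not check the values normalized here. For *Rps24* in MA the paper's 0.24 stands against 0.0576 here, or 0.13 on the authors' scale. Log2 and quantile scaling, detection in 75% of arrays, no surrogate variables, all 7, BeadChip as a fixed block (0.20), trend and robust variances, the compared groups, a replicate block and 1 probe per gene come within the error, and the authors' values, no detection filter (−0.04) and BeadChip as a random block (−0.02) do not. For *C4a* in MA the paper's −0.0136 stands against 0.0903, or 0.0007 on the authors' scale, so only the sign differs. No detection filter (−0.02), no surrogate variables (−0.04), BeadChip as a fixed block (−0.29) and the compared groups (−0.04) share the paper's sign, and the authors' values, log2 and quantile scaling, detection in 75% of arrays, all 7 surrogate variables, BeadChip as a random block, trend and robust variances, a replicate block and 1 probe per gene do not.

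By their brightest probes, of the genes the paper names as differing, 19 of 19 in Young, 21 of 23 in MA and 7 of 7 in Old have its direction here, and 15, 18 and 3 are called. In Young the exceptions are *Ptgds* (−0.93, adjusted p = 0.0504, called on the authors' values, with log2 and quantile scaling, detection in 75% of arrays, all 7 surrogate variables, trend and robust variances or 1 probe per gene), *Ifitm3* (−0.65, adjusted p = 0.138, called on the authors' values and with log2 and quantile scaling), *Ap3d1* (−0.36, adjusted p = 0.15, called on the authors' values) and *Phlda1* (0.84, adjusted p = 0.068, called as *Ptgds* is, apart from 1 probe per gene). *Ptgds* is also called without Young *Rage−/−* 5 (−1.34, adjusted p = 0.000424).

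In MA they are *Rilp* (−0.42, adjusted p = 0.0586, called on the authors' values, with log2 and quantile scaling, detection in 75% of arrays or trend and robust variances), *Acot1* (0.71, called on the authors' values and with log2 and quantile scaling), *Psmb7* (−0.21), *Rcan2* (0.20, adjusted p = 0.41) and *Nfatc3* (0.23), the brightest probes of the last 3 called in no setting. The brightest probes of *Rcan2* and *Nfatc3* have the direction opposite to the paper's, while other probes have the paper's: *Rcan2* at −0.49 and −0.97, not called (adjusted p = 0.101 and 0.16), and *Nfatc3* at −1.41, called. In Old they are *Rps24* (−0.35, called on the authors' values), *Enpp5* (−0.52, adjusted p = 0.0782, called on the authors' values, with log2 and quantile scaling, no detection filter, no surrogate variables or 1 probe per gene), *Fitm2* (−0.14, in no setting) and *C4a* (0.85, called on the authors' values, with log2 and quantile scaling and within BeadChips).

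Of the terms the paper reports for its MA clusters, only those with complete members were tested. None of these passed as a set by camera at the preset correlation, while the terms of its Young clusters 1A and 2A named beside the text did. Camera asks whether all members shift, and the paper tested over-representation among cluster genes, so the MA results do not contradict its terms.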

Other observations

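The tests chosen after their results were seen are whether fewer macrophages are the whole cause of the lower interferon genes, whether interferon and MHC genes explain the calls near *Ager*, whether a misread probe is the whole cause of a call there, and the setting that leaves the later BeadChips out.

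Ageing *Rage−/−* hearts gained stress and complement transcripts. The 11 measured cardiac stress genes rose from Young to MA (median 0.63, 3 called higher, 8 adjusted over the list alone, camera adjusted p = 3.75e-07) and from Young to Old (0.41, 4 called higher, 6 adjusted over the list alone, adjusted p = 6.08e-06), with scores of −0.33 ± 0.28 in Young, 0.10 ± 0.23 in MA and 0.39 ± 0.24 in Old *Rage−/−*. In WT the list was higher in Old than in Young (0.37, 4 adjusted over the list alone, adjusted p = 0.0021, adjusted p = 0.074 with an estimated correlation), though no BeadChip held both Young and Old WT arrays. With BeadChip as a fixed block the rise from Young to MA was 0.40 and did not pass. Complement genes rose from Young to Old *Rage−/−* (0.61, 5 of 11 called higher, 8 adjusted over the list alone, adjusted p = 1.49e-07, adjusted p = 0.0707 with an estimated correlation).

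In Old *Rage−/−* against Old WT, 38 genes of oxidative phosphorylation were lower at the median (−0.07, none called, 2 lower adjusted over the list alone, camera adjusted p = 0.00303, adjusted p = 0.211 with an estimated correlation, 4 of 6 mice, −0.12 within BeadChips), a result lost without Old *Rage−/−* 6 (adjusted p = 0.28). The type I interferon genes were higher there by 0.19 (none called, adjusted p = 0.00458, adjusted p = 0.647 with an estimated correlation, 2 of 6 mice, 0.34 within BeadChips), but −0.13 with the later BeadChips left out (adjusted p = 0.76), and this was lost without Old WT 6 (adjusted p = 0.0521), Old *Rage−/−* 5 (adjusted p = 0.156) or Old *Rage−/−* 6 (adjusted p = 0.325). Atrial genes varied widely within groups, from −3.15 to 1.84 in Young WT and from −2.62 to 2.58 in Old *Rage−/−*, and the stress list shares *Nppa* and *Myl4* with them.

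The interferon genes are lower in Young *Rage−/−* than in Young WT, and the age course was compared in each genotype. The type I list is lower in MA WT by −1.03 and in Old WT by −1.22 than in Young WT, while MA *Rage−/−* differ from Young *Rage−/−* by −0.16 and Old *Rage−/−* by 0.12. With BeadChip as a fixed block MA *Rage−/−* are lower by −0.95, so their part of the course depends on the BeadChips. A high interferon response in the 5 Young WT mice is therefore a candidate explanation beside a low response in Young *Rage−/−*, and the labels give nothing to test it with. The interferon score less the macrophage score still differs by −0.80 between the Young genotypes (exact permutation p = 0.00794). An even loss of macrophages would lower interferon genes no further than the macrophage markers, so this argues against it as the whole cause. The test was chosen after both lists had been seen, and it cannot address a loss of macrophages richer in interferon transcripts. Whether fewer immune cells contribute remains open, since the macrophage list is lower too (−0.41), 2 T cell genes and no B cell gene were measured, and which cells the interferon transcripts come from was not measured.

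A BeadChip difference was weighed for the Young and the MA calls. In Young the log2 differences within 1 BeadChip are 0.959 times those over all mice, with all 90 in the same direction, which argues against it. In MA the called probes were signed by their MA direction. Their median difference between Young *Rage−/−* mice on the MA WT BeadChip and the others is 0.0172 (2 against 3 arrays, −0.09 to 0.06 for random probes). That argues against an offset of the MA WT BeadChip in these probes. It cannot bear on the MA *Rage−/−* BeadChip, which holds no Young *Rage−/−* array. The same comparison in the Old WT mouse on the MA *Rage−/−* BeadChip gives 0.07 (1 against 4 arrays, −0.10 to 0.09) and decides nothing. With BeadChip as a random block all 252 differences keep their direction at 0.932 times their size, but their median SE grows from 0.20 to 0.38 and 2 remain called; as a fixed block 183 keep it at 0.738 times, with an SE of 0.70 and 1 still called. Genotype and BeadChip therefore cannot be told apart in MA.

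Calls gather near *Ager*. Within 20 Mb of it lie 9 of 68 genes called in Young (13.2% against 3.39% of the 8176 genes tested, Fisher's exact p = 0.000441), 16 of 212 in MA (7.55%, p = 0.00222) and 2 of 6 in Old (33.3%, p = 0.0157). The listed interferon, MHC and complement genes do not account for it by themselves. Without them 4 of 35 remain in Young (11.4% against 3.15%, Fisher's exact p = 0.0234) and 15 of 211 in MA (7.11%, p = 0.00268), while 1 of 5 in Old decides nothing (p = 0.148). The lists may miss genes of these kinds, and *Cmtr1* in Young and *Gm8909* in MA stay in the counts, so such genes are not excluded as the cause. Sequence from the strain in which the gene was deleted may have stayed around *Ager* after crossing to C57BL/6N, and a probe over a variant would then read differently without a change in level. Such a misreading would keep 1 direction at every age, while its size could shrink as the level falls toward background. The genotype difference of *C4b* turns from −0.85 in Young to 0.98 in Old, a change of 1.83 (limma adjusted p = 0.000412). That argues against a misread probe as its whole cause, although the *C4b* change was not called with the later BeadChips left out. The difference of *H2-Q5* changes by 1.41 (limma adjusted p = 0.00403) but only shrinks, from −1.48 in Young to −0.07 in Old, which decides nothing. *Rab5a* changes by −1.59 between MA and Old (adjusted p = 0.034), which decides nothing because genotype in MA lies across BeadChips. For the other 24 called probes there, those of *Adgrf5*, *H2-T23*, *Cdsn*, *Enpp5* and *H2-T10* among them, no change with age passed. From the arrays alone, a direct effect of RAGE cannot be told apart from a misread probe for them. The paper also measured *Adgrf5* by RT-qPCR with its own primers, among genes whose fold changes it found to correlate with the arrays. That bears against a misread probe for *Adgrf5*, though its own RT-qPCR value is not given in the text used here. An effect of donor sequence on the level itself also stays open, and probe sequences were not compared with another strain.

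Other splits of the same mice were counted for each comparison. Chance is made less likely, though not excluded, for Young (90 calls, 2 of 100 splits as large, the real one included, highest other 112) and MA (252, 1 of 35, 114). The same holds for the change of the genotype difference between Young and Old (30, 2 of 100, 551) and between MA and Old (20, 1 of 100, 15). It also holds for age in WT (197, 1 of 100, 64, to MA and 114, 2 of 100, 135, to Old) and in *Rage−/−* (180, 1 of 100, 151, to MA and 488, 1 of 100, 113, to Old). In Young, in WT from Young to Old and for the change between Young and Old, another split gave more calls than the real one. The shares were not corrected over the comparisons. These splits do not hold BeadChip fixed. The real split follows BeadChips fully in MA (100%), where the other splits do so to at most 25%, and in age from Young to MA and in WT from Young to Old, so a grouping by BeadChip is not excluded by them. For Old (7, 5 of 100, 1425) and the change between Young and MA (14, 6 of 100, 56) the splits do not make chance unlikely. The 1425 and the 551 are several times the real counts and point to a structure of the samples: both splits keep Old WT 4, Old WT 5, Old WT 6 and Old *Rage−/−* 5, arrays of a later BeadChip with high signal over background, on 1 side, together with Old *Rage−/−* 2, an array of an earlier BeadChip with low signal (3.31). Another Old split, with 456 calls, keeps Old WT 5, Old WT 6, Old *Rage−/−* 5 and Old *Rage−/−* 2 together but sets Old WT 4 on the other side. The 112 in Young sets Young WT 5 and *Rage−/−* 2, 3, 4 and 5 against the others, partly along BeadChips, and there 14 probes are called within BeadChips. The 135 in WT age separates Young WT 1 to 4 with Old WT 2 from the rest, and 21 probes are called with BeadChip as a fixed block.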
